# Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention

**DOI:** 10.1101/gad.350240.122

**Published:** 2023-02-01

**Authors:** Feng Wang, Hsiao-Yun Huang, Jie Huang, Jasleen Singh, Craig S. Pikaard

**Keywords:** ARGONAUTE, short interfering RNA, noncoding RNA, transcriptional gene silencing, chromatin modification, RNA polymerase V

## Abstract

RNA-directed DNA methylation in plants is guided by 24-nt siRNAs generated in parallel with 23-nt RNAs of unknown function. We show that 23-nt RNAs function as passenger strands during 24-nt siRNA incorporation into AGO4. The 23-nt RNAs are then sliced into 11- and 12-nt fragments, with 12-nt fragments remaining associated with AGO4. Slicing recapitulated with recombinant AGO4 and synthetic RNAs reveals that siRNAs of 21–24 nt, with any 5′-terminal nucleotide, can guide slicing, with sliced RNAs then retained by AGO4. In vivo, RdDM target locus RNAs that copurify with AGO4 also display a sequence signature of slicing. Comparing plants expressing slicing-competent versus slicing-defective AGO4 shows that slicing elevates cytosine methylation levels at virtually all RdDM loci. We propose that siRNA passenger strand elimination and AGO4 tethering to sliced target RNAs are distinct modes by which AGO4 slicing enhances RNA-directed DNA methylation.

## Abstract (precis)

In this study, Wang et al. investigated the function of 23-nt RNAs in plants, which are generated in parallel with 24-nt siRNAs that guide RNA-directed DNA methylation. They show that 23-nt RNAs function as passenger strands during 24-nt siRNA incorporation into AGO4, and propose that siRNA passenger strand elimination and AGO4 tethering to sliced target RNAs are distinct modes by which AGO4 slicing enhances RNA-directed DNA methylation.

In eukaryotes, RNA silencing plays a significant role in gene regulation, transposable element repression, and genome stability. A common theme among RNA silencing pathways is that small RNAs stably associate with Argonaute family proteins and then interact with complementary target RNAs to interfere with RNA translation or to bring about chromatin modifications that repress gene transcription (Martienssen and Moazed 2015; Iwakawa and Tomari 2022). An ancestral and fundamental function shared by many Argonaute proteins is small RNA-programmed endonucleolytic slicing of the targeted RNA at a phosphodiester bond (Joshua-Tor and Hannon 2011).

RNA-directed DNA methylation (RdDM) is the major transcriptional gene silencing pathway in plants (Matzke and Mosher 2014; Zhou and Law 2015; Wendte and Pikaard 2017; Zhang et al. 2018). RdDM siRNA precursors are synthesized by DNA-dependent nuclear RNA polymerase IV (Pol IV) (Ream et al. 2009; Haag and Pikaard 2011) and RNA-dependent RNA polymerase 2 (RDR2) (Zhou and Law 2015; Fukudome et al. 2021; Du et al. 2022). These enzymes physically associate and carry out coupled reactions that transcribe target locus DNA sequences into double-stranded RNAs of ∼25–40 bp (Haag et al. 2012; Singh et al. 2019; Fukudome et al. 2021; Huang et al. 2021). DICER-LIKE 3 (DCL3) then cuts the dsRNAs into siRNAs, guided by sequence and structural features at the ends of precursor duplexes (Loffer et al. 2022). The resulting dicing products consist of a 24-nt siRNA strand paired with either a 23-nt strand (24/23 duplexes) or a 24-nt strand (24/24 duplexes) (Nagano et al. 2014; Loffer et al. 2022), one strand of which ultimately becomes stably associated with ARGONAUTE 4 (AGO4). The siRNAs then guide AGO4 to RdDM target loci by base-pairing to transcripts generated by nuclear RNA polymerase V (Pol V) (Wierzbicki et al. 2008, 2009; Liu et al. 2018), with protein–protein interactions between AGO4 and the Pol V largest subunit (NRPE1) and/or the Pol V-associated protein SPT5L also implicated in target locus interactions (Li et al. 2006; El-Shami et al. 2007; Bies-Etheve et al. 2009). The resulting AGO4–siRNA–Pol V complexes enable recruitment of the de novo cytosine methyltransferase DRM2 (Zhong et al. 2014; Fang et al. 2021) as well as enzymes that reposition or chemically modify the histone proteins that wrap the DNA (Du et al. 2015). Collectively, these activities bring about chromatin environments that repress promoter-dependent gene transcription by RNA polymerases I, II, or III (Fig. 1A; Preuss et al. 2008; Blevins et al. 2009).

**Figure 1.**
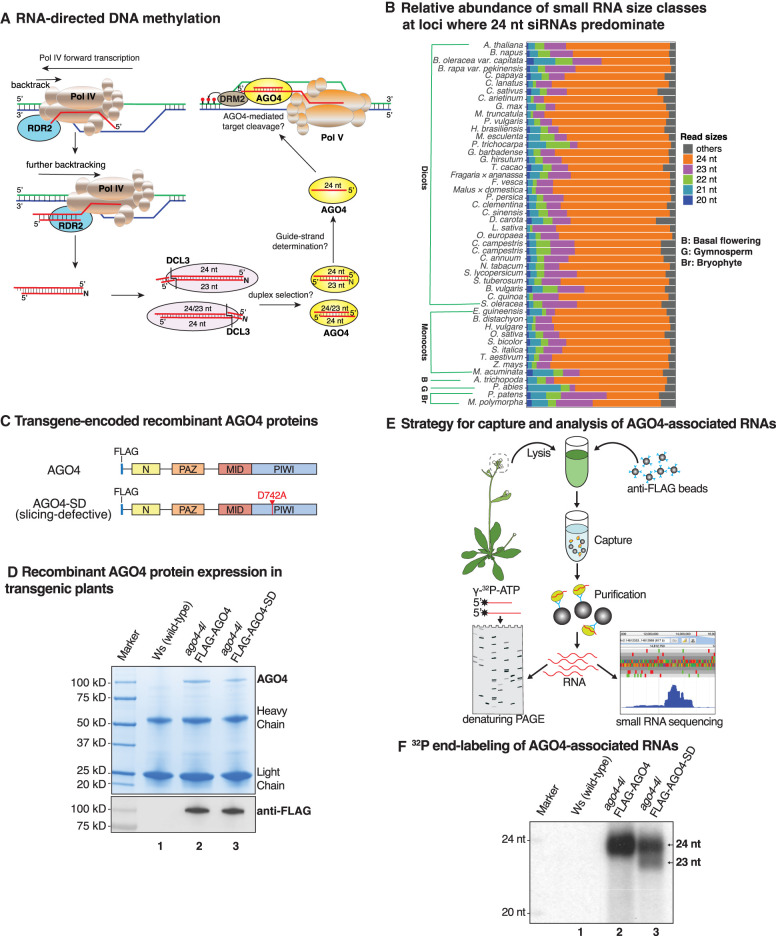
Evidence that 23-nt siRNAs function as passenger strands for 24-nt guide RNAs. (*A*) A simplified model for RNA-directed DNA methylation highlighting questions addressed in our study. (*B*) Relative abundance of small RNA size classes at 24-nt siRNA-dominated loci in diverse species (Lunardon et al. 2020). (*C*) Transgene-encoded AGO4 proteins expressed from the native promoter in *ago4-4*-null mutant plants (ecotype Ws). (*D*) Comparison of AGO4 and AGO4-SD levels immunoprecipitated from inflorescence tissue. Duplicate gels were stained with Coomassie brilliant blue (*top* panel) or subjected to immunoblotting using anti-FLAG antibody (*bottom* panel). Nontransgenic Ws served as a control in lane *1*. (*E*) Cartoon depicting AGO4 affinity capture and analysis of associated RNAs by ^32^P end-labeling or deep sequencing. (*F*) Autoradiograph of 5′ end-labeled RNAs in anti-FLAG IP fractions from nontransgenic plants (lane *1*), plants expressing FLAG-AGO4 (lane *2*), or plants expressing FLAG-AGO4-SD (lane *3*).

Although DCL3 dicing frequently generates duplexes consisting of 23-nt siRNAs base-paired with 24-nt siRNAs (Loffer et al. 2022), siRNAs that coimmunoprecipitate with AGO4 are almost exclusively 24 nt (Qi et al. 2006; Havecker et al. 2010; Wang et al. 2011). Thus, the fates and functions of 23-nt siRNAs are unclear. Using genetic and genomic approaches, as well as enzymatic reactions catalyzed by recombinant AGO4–siRNA complexes reconstituted in vitro, we show that 23-nt siRNAs serve as passenger strands that specify that the 24-nt RNAs to which they are base-paired become stably associated with AGO4 as guide strands. The 23-nt RNAs are then sliced by AGO4 into 11- and 12-nt fragments. We show that AGO4 loading and slicing activity is similar for guide RNAs with A, U, C, or G at their 5′ termini and for guide RNAs that vary in length from 21 to 24 nt, indicating that the 24-nt length and 5′ A bias among AGO4-associated siRNAs in vivo are not due to AGO4 binding requirements. Surprisingly, we found that AGO4 retains fragments of the passenger strand and target RNAs that it slices, both in vitro and in vivo, suggesting a function for the retained RNAs. We propose that AGO4 slicing of target RNAs synthesized by Pol V elongation complexes causes the successive release of RNA fragments that remain locally associated with RdDM loci. By remaining bound to these sliced RNAs, multiple independent AGO4–RNA complexes could linger at the loci and act in parallel to achieve maximal levels of methylation.

## Results

### Plant 23-nt RNAs function as passenger strands for 24-nt guide RNAs

DCL3 dicing of double-stranded Pol IV-RDR2 transcripts yields duplexes with two 24-nt siRNAs (24/24 duplexes) or a 24-nt siRNA paired with a 23-nt siRNA (24/23 duplexes) (Fig. 1A; Loffer et al. 2022). Thus, at loci where 24-nt siRNAs are the predominant class of small RNA, in diverse plant species, 23-nt siRNAs are second in abundance (Fig. 1B). Small RNAs of 21 and 22 nt are also produced at these loci, ostensibly diced by DCL1, DCL2, or DCL4, and could potentially facilitate post-transcriptional silencing and/or initial low-level DNA methylation events that enable Pol IV and Pol V recruitment, thus jump-starting the major RdDM pathway diagrammed in Figure 1A (McCue et al. 2015; Hung and Slotkin 2021; Sigman et al. 2021).

Insight into the function of 23-nt siRNAs came from an experiment in which we transformed an *ago4-4*-null mutant of the *Arabidopsis thaliana* ecotype (natural strain) Wassilewskija (Ws) with transgenes expressing wild-type AGO4 or slicing-defective AGO4 (AGO4-SD), each bearing a FLAG epitope tag (Fig. 1C). In AGO4-SD, aspartate D742 is changed to alanine within the catalytic center conserved among slicing-competent Argonaute family proteins (Rivas et al. 2005). The recombinant AGO4 and AGO4-SD proteins were expressed at similar levels, as shown by anti-FLAG immunoblot detection of the proteins in total cell lysates (Supplemental Fig. S1A) and Coomassie blue staining and anti-FLAG immunoblot detection following their affinity capture using anti-FLAG antibodies (Fig. 1D). RNAs copurifying with affinity-captured AGO4 or AGO4-SD were then 5′ end-labeled with ^32^P and resolved by denaturing polyacrylamide gel electrophoresis (PAGE) or subjected to high-throughput small RNA sequencing (Fig. 1E). 

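Small RNAs from 6 anti-FLAG immunoprecipitations of inflorescence tissue were sequenced, with 2 biological replicates each of nontransgenic plants (mock IP), *ago4-4* plants expressing FLAG-AGO4 (AGO4 IP) and *ago4-4* plants expressing FLAG-AGO4-SD (AGO4-SD IP). The files list each distinct sequence with its number of reads, after the authors' adapter removal with Cutadapt v1.18. The methods describe alignment to TAIR10 with ShortStack, allowing no more than 2 mismatches. The total was 1410789 and 1133596 reads in the mock IP, 8162621 and 16527674 reads in the AGO4 IP, and 6095883 and 14886580 reads in the AGO4-SD IP for replicates 1 and 2. The most frequent sequence of a library held 23.3% and 8.75% of the reads in the mock IP and 4.90% or less in every AGO4 and AGO4-SD library. The names of the deposited data carry 1 code per replicate number, each with 1 library of every group, taken here as a possible sequencing order. Whether the codes mark a batch is not stated, but the longest sequence was 76 nt in every library of replicate 1 and 65 nt in every library of replicate 2. Differences between groups are therefore also given within a replicate number, and windows were also tested with the replicate number as a block. The files do not keep the strand of the RNAs: of 1661857 distinct 24-nt sequences with a single position in the genome, 1661615 were written as the minus strand of TAIR10. A share of 5′ A is therefore given as the mean of the shares of A at the 5′ end and U at the 3′ end, and the other measures that need the strand were handled alike. Sequences with a single position were counted in 500-bp windows, and windows with at least 20 reads of 23 or 24 nt over the AGO4 and AGO4-SD libraries, in which 23 or 24 nt was the largest size class, were taken as siRNA windows. Counts in windows were compared with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05. With 2 libraries per group, a two-sided exact permutation test cannot give a p below 0.3333, so values per library are given as mean ± SD (n = 2) with no test. The main comparisons and their tests and alternatives were set before the data were examined, apart from the handling of the strand. Comparisons, tests and alternatives added later are named as such.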

End labeling showed that small RNAs associated with wild-type AGO4 are almost exclusively 24 nt (Fig. 1F, lane 2), consistent with prior studies (Qi et al. 2006; Havecker et al. 2010; Wang et al. 2011). However, siRNAs associated with AGO4-SD included both 24- and 23-nt RNAs (Fig. 1F, lane 3) at relative levels consistent with their biogenesis (Singh et al. 2019; Loffer et al. 2022). These results suggest that AGO4 is initially loaded with siRNA duplexes, with one strand (the passenger strand) then eliminated by slicing (Ye et al. 2012). For 24/23 duplexes, the 23-nt strand is selectively eliminated.

### AGO4-associated small RNAs have distinct sequence features that allow interpretation of their origins

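RNAs of 24 nt in the AGO4 IP made up 76.2% ± 7.96 of all reads (SD, n = 2), against 1.44% ± 0.563 in the mock IP. RNAs of 12 nt made up 6.08% ± 0.185 of the reads in the AGO4 IP and 3.08% ± 1.24 in the mock IP. RNAs of 23 nt held 2.44% ± 0.0298 of the reads and RNAs of 25 nt held 2.63% ± 0.0929, beside 1.22% ± 0.562 and 1.16% ± 0.609 in the mock IP. All 4 size classes had a higher share in the AGO4 IP than in the mock IP within both replicate numbers. RNAs of 21 nt, the main size of miRNAs and tasiRNAs, made up 0.501% ± 0.216 of the reads in the AGO4 IP and 2.57% ± 0.879 in the mock IP (SD, n = 2). The 95% Wilson intervals of the 12-, 23- and 24-nt shares in single libraries were 0.0053 to 0.0793 percentage points wide and cover counting error only.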

Deep sequencing of small RNAs that copurify with FLAG-tagged wild-type AGO4 upon anti-FLAG immunoprecipitation (IP) revealed abundant 24-nt RNAs and minor classes of 12-, 23-, and 25-nt RNAs (Fig. 2A; Supplemental Fig. S1B). In contrast, RNAs associated with AGO4-SD included abundant 24- and 23-nt RNAs (Fig. 2A; Supplemental Fig. S1B) and low levels of 25- and 26-nt RNAs but no 12-nt RNAs. 

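RNAs of 24 nt made up 57.7% ± 7.90 and RNAs of 23 nt 20.9% ± 2.34 of all reads in the AGO4-SD IP (SD, n = 2). The 23-nt share exceeded that of the AGO4 IP by 18.5 percentage points ± 2.34, with differences of 16.8 and 20.1 within the replicate numbers. The 24-nt share differed by -18.5 percentage points ± 11.2 (AGO4-SD minus AGO4). RNAs of 12 nt made up 0.799% ± 0.749 of the reads, or 80982 and 40017 reads in replicates 1 and 2, and their share was below that of every AGO4 and mock library. The difference in the 12-nt share was -5.28 percentage points ± 0.772, larger than the spread between replicates. RNAs of 25 nt made up 4.03% ± 0.293 and RNAs of 26 nt 2.38% ± 0.293 of the reads, the 26-nt class against 0.181% ± 0.0191 in the AGO4 IP. Over reads with an exact match to TAIR10 alone, the differences between AGO4-SD and AGO4 were 0.237 percentage points for 25 nt and 0.316 for 26 nt, instead of 1.40 and 2.20.

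**Figure D1:**
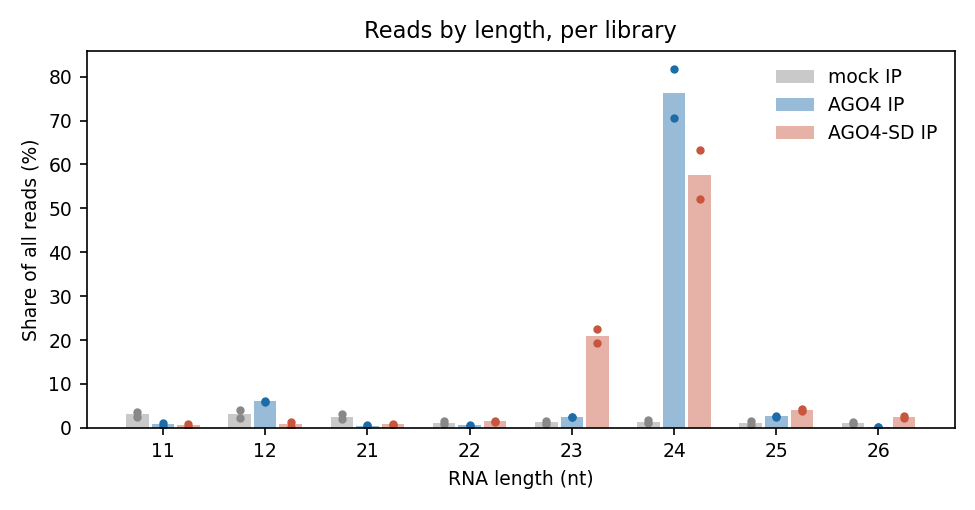
Share of all reads (%) by RNA length (nt) in the mock IP, AGO4 IP and AGO4-SD IP, with bars for the means and points for the 2 libraries of each group. The 24-nt class is the largest plotted in the AGO4 and AGO4-SD libraries, and the 23-nt class reaches 19.3% and 22.6% in the AGO4-SD libraries.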

Nontransgenic plant samples subjected to anti-FLAG immunoprecipitation as a negative control yielded no RNA signals above background (Fig. 2A, bottom panel, labeled mock IP).

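Structural and organelle RNAs (rRNA, tRNA, snRNA, snoRNA, chloroplast and mitochondrial RNA) made up 39.8% ± 10.7 of the reads of at least 15 nt in the mock IP, against 1.48% ± 0.507 in the AGO4 IP and 1.89% ± 0.951 in the AGO4-SD IP (SD, n = 2). RNAs of 30 nt or longer held 35.5% ± 4.20 of all reads in the mock IP and 1.56% ± 0.876 in the AGO4 IP. Relative to the library totals, 24-nt RNAs were higher in the AGO4 IP than in the mock IP at 26485 of 29662 windows tested with edgeR, and lower at 14, with a median log2 fold change of 7.04. The windows were chosen by their reads in the AGO4 and AGO4-SD libraries and not in the mock IP, which favors this direction. How far the choice raises the median was not tested. Over all reads, with no choice of windows, the 24-nt share was 70.5% and 81.8% in the AGO4 libraries and 1.04% and 1.84% in the mock libraries. The largest change was on chromosome 3 from 15765501 to 15766000, 130 bp from the gene AT3G43940, with 4444 and 7300 reads in the AGO4 IP and no read in the mock IP. Its log2 fold change of 14.71 (standard error 1.02, adjusted p = 1.04e-43 from edgeR) rests on the prior count, as do those of the other 9 of the 10 largest, 13.85 to 14.28. The 3 windows lower in the AGO4 IP with at least 100 reads held the noncoding RNA gene AT5G06165 (log2 fold change -5.50, standard error 0.43, adjusted p = 1.09e-34), an rRNA gene, AT3G41768 (-2.77), and *MIR163*, which encodes a 24-nt miRNA (-2.60). The number of higher windows was 8172 with the replicate number as a block and 232 with TMM scaling. It was 3719 with DESeq2, which took its own size factors from these windows in place of the library totals. The median log2 fold change in DESeq2 was 0.90. In edgeR, the median was 7.43 without mock replicate 1, 7.33 without AGO4 replicate 1 and 7.14 without AGO4 replicate 2.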

**Figure 2.**
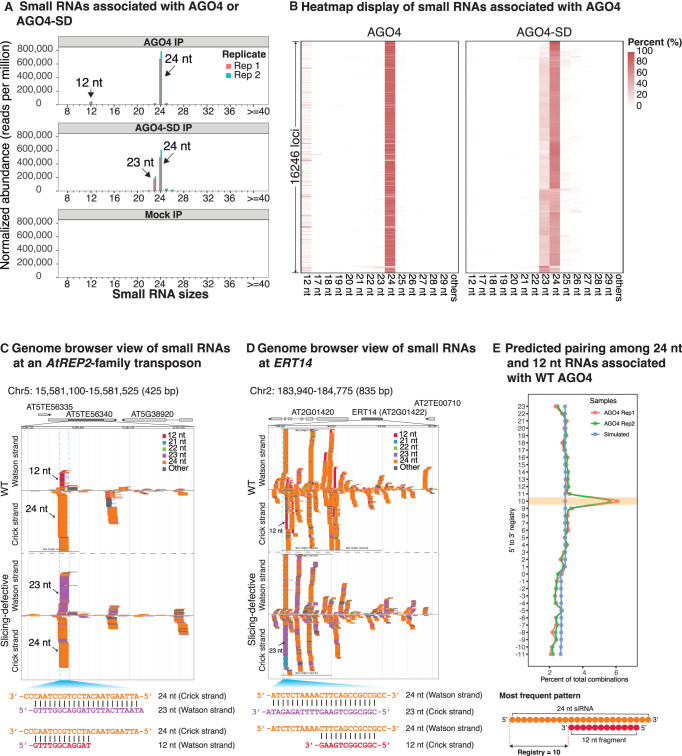
Distinct small RNA populations are associated with wild-type versus slicing-defective AGO4. (*A*) Relative abundance of small RNAs associated with AGO4 or AGO4-SD. See also Supplemental Figures S1 and S2. (*B*) Relative abundance of AGO4- or AGO4-SD-associated RNAs of different size classes at 16,246 loci where 23- or 24-nt siRNAs are the dominant size class. (*C*,*D*) Genome browser views of small RNAs copurifying with AGO4 or AGO4-SD. (*C*) *At5TE56340* is an *AtREP2* family transposon. (*D*) *ERT14* is an RdDM locus characterized by Blevins et al. (2014). RNAs are color-coded by size and are displayed *above* or *below* the central horizontal axis according to strandedness. RNAs within the regions denoted by dashed lines were used for sequence alignments at the *bottom* of *C* and *D*. See also Supplemental Figure S3. (*E*) Frequencies of various pairing registries for 12- and 24-nt RNAs associated with wild-type AGO4. The most highly represented pairing pattern is illustrated at the *bottom* of the panel. For 24- and 12-nt RNAs that overlap with at least 1 nt of complementarity, the 5′ to 3′ registry is defined as the distance from the 5′ nucleotide of the top strand to the 3′ nucleotide of the bottom strand. See Supplemental Figure S3 and the Supplemental Material for additional details.

Analysis of total small RNA abundance without enrichment by AGO4 immunoprecipitation revealed similar levels of 23-nt siRNAs in AGO4 and AGO4-SD plants (Supplemental Fig. S1C). This finding, together with our observation that 23-nt RNAs appear to be efficiently sliced once 24/23 siRNA duplexes are loaded into AGO4 (see Figs. 1F, 2A), suggests that most 23-nt siRNAs in cells exist within a pool of 24/23 duplexes that have not been loaded into AGO4. This interpretation is supported by our prior RNA blot results showing that 23- and 24-nt siRNAs are equally sensitive to digestion by dsRNA-specific nuclease V1 and equally insensitive to ssRNA-specific RNase A (Blevins et al. 2015).

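Among 24-nt RNAs, the mean of the shares of 5′ A and 3′ U was 66.3% ± 0.476 in the AGO4 IP, 58.6% ± 1.94 in the AGO4-SD IP and 34.4% ± 3.94 in the mock IP (SD, n = 2). The share was lower in AGO4-SD than in AGO4, with differences of -6.66 and -8.74 percentage points within the replicate numbers, -7.70 ± 2.00 on average. Counting each distinct sequence once, the difference was -3.97 percentage points. Within siRNA windows, the mean was 50.5% ± 3.10 in the mock IP, against 65.6% ± 0.340 in the AGO4 IP and 57.4% ± 1.87 in the AGO4-SD IP. Since the strand is not kept, the share of 24-nt RNAs with a 5′ A lies between the share of reads with both a 5′ A and a 3′ U and the share with either. These bounds were 42.3% ± 0.883 and 90.2% ± 0.0698 in the AGO4 IP, 33.3% ± 2.47 and 83.8% ± 1.41 in the AGO4-SD IP, and 15.1% ± 2.33 and 53.6% ± 5.54 in the mock IP.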

Small RNAs that coimmunoprecipitate with both AGO4 and AGO4-SD have a strong signature for a 5′-terminal adenosine (A) among 24-nt siRNAs (Supplemental Fig. S2A). In contrast, the abundant 23-nt siRNAs that copurify with AGO4-SD have a strong signature for uridine (U), located 1 nt upstream of the 3′ terminus (Supplemental Fig. S2B). This U occurs in the RDR2 transcribed RNA strand and is the complement of the 5′-terminal A of the Pol IV transcribed 24-nt siRNA strand (Singh et al. 2019; Loffer et al. 2022). 

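Among 23-nt RNAs of the AGO4-SD IP, the mean of the shares of U at the penultimate position and A at the second position, its equivalent on the other strand, was 49.2% ± 0.663 (SD, n = 2). It was 29.3% ± 2.37 among 23-nt RNAs of the mock IP and 27.8% ± 1.19 among 24-nt RNAs of the AGO4-SD IP. Within siRNA windows, it was 47.3% ± 0.511 among 23-nt RNAs of the AGO4-SD IP and 55.4% ± 7.93 among the few of the mock IP (1409 ± 714 reads). The share exceeded that of 23-nt RNAs in the AGO4 IP by 12.4 percentage points ± 2.82, with 10.9 and 13.9 within the replicate numbers. The mean of the shares of 5′ A and 3′ U among 23-nt RNAs of the AGO4-SD IP was 38.6% ± 1.19. The strand is not kept, so the share with a penultimate U is bounded only, by 19.9% ± 0.995 and 78.5% ± 0.332. It is 70.0% ± 0.157 if both ends vary independently and U at the penultimate position is the more frequent, an estimate added after the data were seen.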

Its penultimate position is due to RDR2's terminal transferase activity (Blevins et al. 2015), which adds an extra untemplated nucleotide onto the 3′ end of its transcripts, thus generating a 1-nt overhang relative to the Pol IV strand. Collectively, the 5′ A and penultimate 3′ U signatures are indicative of 24/23 siRNA duplexes that come from the end of the dsRNA precursor that includes the 5′ end of the Pol IV strand and the 3′ end of the RDR2 strand (see Fig. 1A; Singh et al. 2019).

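The minor size classes of the AGO4 IP carried more 5′ A or 3′ U than the same classes of the mock IP. The mean of both shares was 49.9% ± 0.0224 for 22 nt, 55.9% ± 0.194 for 23 nt, 61.7% ± 0.896 for 25 nt and 53.7% ± 2.81 for 26 nt in the AGO4 IP (SD, n = 2). In the mock IP, it was 23.8% ± 1.05, 23.0% ± 0.577, 28.3% ± 2.76 and 31.2% ± 1.42 for the same classes, in the same order, and within siRNA windows 36.3% ± 1.77, 29.1% ± 4.78, 51.4% ± 3.37 and 40.3% ± 1.76. RNAs of 22 nt made up 0.541% ± 0.0830 of all reads in the AGO4 IP. Without the strand, the share with a 5′ A lies between 20.0% ± 1.31 and 79.8% ± 1.26 for 22 nt, between 28.7% ± 0.391 and 83.2% ± 0.00311 for 23 nt, between 35.9% ± 1.42 and 87.4% ± 0.371 for 25 nt, and between 29.98% ± 1.77 and 77.4% ± 3.85 for 26 nt.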

RNAs of 22, 23, 25, or 26 nt, detected in trace amounts in association with wild-type AGO4, all have strong 5′ A signatures, just like 24-nt siRNAs (Supplemental Fig. S2A). 

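Among 23-nt RNAs of the AGO4 IP, the mean of the shares of penultimate U and second-position A was 36.8% ± 2.75 (SD, n = 2). The AGO4 libraries, at 34.9% and 38.8%, lay below both AGO4-SD libraries, at 48.8% and 49.7%, and above both mock libraries, at 27.6% and 30.97%. Within siRNA windows the order turned, with 49.8% and 61.05% in the mock libraries, on 904 and 1914 reads, and 33.8% and 37.4% in the AGO4 libraries. Among 24-nt RNAs of the AGO4 IP, the mean was 29.3% ± 1.40. The share of 23-nt RNAs with a penultimate U can only be bounded, by 13.6% ± 1.99 and 60.03% ± 3.50 in the AGO4 IP, because the strand is not kept.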

Importantly, the 23-nt RNAs associated with wild-type AGO4 lack the penultimate 3′ U signal characteristic of unsliced 23-nt siRNAs associated with AGO4-SD (cf. Supplemental Fig. S2A,B). Thus, the rare 23-nt siRNAs that associate with wild-type AGO4 are apparently 24-nt siRNAs that were truncated by 1 nt; they are not 23-nt passenger strands. Likewise, the 25- and 26-nt siRNAs found associated with both AGO4 and AGO4-SD appear to be 24-nt siRNAs elongated at their 3′ ends by untemplated uridylation (Supplemental Fig. S2B,C). 

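Most often, 23-nt RNAs of the AGO4 IP began at the same position of the genome as a 24-nt RNA with a 5′ A, and ended 1 nt before it. This arrangement held 5.87% and 5.35% of the pairs of distinct 24- and 23-nt RNAs in AGO4 replicates 1 and 2, against a median of 2.06% and 2.07% over all registries. In the AGO4-SD IP it held 4.87% and 4.44% of the pairs, and in the mock IP 6.76% and 6.29% of only 281 and 668 pairs, above both AGO4 libraries. The pairs numbered 383444 and 820147 in the AGO4 IP. Without the strand, a 23-nt RNA of the opposite strand whose 3′ end lies flush with the 5′ end of the 24-nt RNA counts in the same class. The values are therefore an upper limit for the share of pairs with a 23-nt RNA shorter by 1 nt at the 3′ end. They give no limit for the share of 23-nt RNAs, since the pairs came from only 57414 and 102547 distinct 23-nt RNAs.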

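Of the 25-nt RNAs, 30.9% ± 0.870 in the AGO4 IP and 47.9% ± 0.0484 in the AGO4-SD IP matched TAIR10 only after removal of 1 or 2 nt at an end, against 4.13% ± 0.806 in the mock IP (SD, n = 2). Of the 26-nt RNAs, 47.9% ± 3.77, 61.8% ± 2.08 and 6.51% ± 0.259 did so in the AGO4, AGO4-SD and mock IP. The same share among 24-nt RNAs was 6.86% ± 0.0651 in the AGO4 IP and 7.17% ± 0.245 in the AGO4-SD IP. Where 1 nt of a 25-nt RNA was unmatched, it was U in 80.4% ± 0.639 of the reads of the AGO4-SD IP and 47.7% ± 3.73 of those of the AGO4 IP. It was A in 35.6% ± 1.86 of these reads in the AGO4 IP and 5.82% ± 0.462 in the AGO4-SD IP. Where 2 nt of a 26-nt RNA were unmatched, they were UU in 65.8% ± 0.850 of the reads of the AGO4-SD IP, 36.2% ± 2.83 of the AGO4 IP and 6.64% ± 2.01 of the mock IP. The unmatched nucleotides were read as a 3′ end at whichever end of the sequence they lay, since the strand is not kept.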

Our detection of truncated and uridylated forms of 24-nt siRNAs that copurify with AGO4 suggests that siRNAs undergo a turnover process similar to miRNA turnover (Zhao et al. 2012).

### Sliced passenger strand fragments remain associated with AGO4

Approximately 16,200 loci give rise to the 24- and/or 23-nt siRNAs associated with AGO4 or AGO4-SD and account for >95% of the small RNAs detected by sequencing (Supplemental Table S1). 

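The siRNA windows numbered 39814, in 12036 regions of adjacent windows on the 5 chromosomes of TAIR10, and covered 19907000 bp. They held 98.5% ± 0.177 of the 18- to 30-nt reads with a single position in the AGO4 IP and 97.7% ± 0.420 in the AGO4-SD IP, against 23.3% ± 5.11 in the mock IP (SD, n = 2). The windows were chosen by reads of the AGO4 and AGO4-SD libraries, which favors a high share in these libraries over the mock IP. In the median window with at least 10 such reads, 24-nt RNAs made up 93.3% ± 1.13 in the AGO4 IP and 70.03% ± 1.13 in the AGO4-SD IP. The median share of 23-nt RNAs per window was 1.98% ± 0.0156 in the AGO4 IP and 23.1% in both AGO4-SD replicates. Reads with a single position were 51.3% ± 0.525 of all 18- to 30-nt reads in the AGO4 IP and 49.3% ± 1.06 in the AGO4-SD IP, and the remaining reads were not placed.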

A heat map display shows that 12-nt RNAs that coimmunoprecipitate with wild-type AGO4 (see Fig. 2A, top panel) and 23-nt siRNAs that copurify with AGO4-SD are broadly represented among these loci (Fig. 2B).

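At least 1 read of 12 nt was found in 67.8% ± 10.1 of the siRNA windows in the AGO4 IP, against 9.49% ± 1.66 in the AGO4-SD IP and 5.74% ± 1.59 in the mock IP (SD, n = 2). Reads of 23 nt were found in 90.1% ± 9.41 of the windows in the AGO4-SD IP and 50.5% ± 11.0 in the AGO4 IP. Relative to 24-nt RNAs, 23-nt RNAs were higher in AGO4-SD than in AGO4 at 25152 windows and lower at 4 (edgeR, library as a factor), with a median log2 change of 3.49. The largest change among windows with at least 100 reads was 9.47 (standard error 1.22, adjusted p = 1.4e-13), in the pseudogene AT3G30703 on chromosome 3 from 12259501 to 12260000, where 23-nt reads numbered 0 and 0 in the AGO4 IP, so that its size rests on the prior count, and 3 and 85 in the AGO4-SD IP. It was followed by a window on chromosome 1 from 22106501 to 22107000, 346 bp from the miRNA gene *MIR426* (9.00, standard error 0.57, adjusted p = 5.82e-53). The 4 lower windows lie 1323 bp from AT3G29173 (-1.998), in *HISN5B* (-2.66), a histidine synthesis gene, in the ion exchanger gene *CHX23* (-5.72) and in a coding exon of *AGO4* (-6.06), of which the first alone has at least 100 reads and the others are named after their values were seen. Reads at *AGO4* can come from the native gene or from the transgene, which cannot be told apart here. At *CHX23* and *AGO4*, 24-nt reads numbered 0 and 0 in the AGO4 IP, against 34 and 219 and 11 and 44 in the AGO4-SD IP, so these changes rest on the prior count, and 23-nt reads were not fewer in the AGO4-SD IP in total. Relative to 24-nt RNAs, 12-nt RNAs were lower in AGO4-SD than in AGO4 at 5424 of 38393 windows and higher at 7, with a median log2 change of -2.98. The largest decrease was on chromosome 1 from 22886501 to 22887000, 90 bp from the tRNA gene AT1G61910 (-14.05, standard error 1.52, adjusted p = 9.45e-18), with 34 and 77 reads of 12 nt in the AGO4 IP and 0 and 1 in the AGO4-SD IP. The size of this change also rests on the prior count, since 24-nt reads there numbered 0 and 0 in the AGO4 IP and 15 and 35 in the AGO4-SD IP. Of the higher windows, 2 have at least 100 reads, in the rRNA gene AT3G41768 (3.84) and the pseudogene AT5G28826 (1.32, a direction that turned at the lowest count minimum). At AT3G41768, 24-nt reads numbered 23 and 60 in the AGO4 IP and 0 and 2 in the AGO4-SD IP. Reads of 12 nt there were also fewer in the AGO4-SD IP, 127 and 183 against 282 and 500. With the replicate number as a block, the counts of windows were 17934 for 23 nt and 755 for 12 nt, and with the ratio centered on its median they were 115, beside 164 lower windows, and 303. The median log2 change after centering was 0.376 for 23 nt and -2.42 for 12 nt. The change shared by the windows was thus not fully removed, and for 12 nt most of it remained. The 23-nt count was 12205 without AGO4 replicate 2 and 12425 without AGO4-SD replicate 2, and the 12-nt count was 73 and 68 without AGO4 replicate 1 or 2 and 1171 without AGO4-SD replicate 2.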

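At *ERT14*, a noncoding RNA locus on chromosome 2, 24-nt RNAs reached 96.3 RPM (reads relative to the library total) ± 22.0 in the AGO4 IP and 45.2 ± 8.47 in the AGO4-SD IP (SD, n = 2). RNAs of 23 nt reached 2.01 ± 0.240 in the AGO4 IP and 18.2 ± 2.81 in the AGO4-SD IP, while 12-nt RNAs, at 51 and 111 reads in the AGO4 replicates, numbered 1 read in each AGO4-SD replicate. At *At5TE56340*, an *AtREP2* transposon on chromosome 5, 24-nt RNAs reached 2.19 RPM ± 0.325 in the AGO4 IP and 3.81 ± 0.641 in the AGO4-SD IP. Reads of 23 nt there numbered 0 and 2 in the AGO4 IP and 4 and 11 in the AGO4-SD IP, and reads of 12 nt 5 and 11 in the AGO4 IP and 0 and 0 in the AGO4-SD IP. A count of 0 allows up to 0.492 and 0.202 RPM in the AGO4-SD replicates, given as 3 reads of the library total. Of 7 RdDM target genes, 23-nt RNAs were more abundant in both AGO4-SD replicates than in both AGO4 replicates at *FWA*, *SDC*, *ROS1*, *QQS* and *ERT14*, and *EPF2* had no 12-, 23- or 24-nt read in any library. At *SDC*, an F-box gene silenced by RdDM, 23-nt RNAs reached 0.396 RPM ± 0.0400 in the AGO4 IP and 2.46 ± 0.698 in the AGO4-SD IP, and 12-nt RNAs 1.64 ± 0.100 in the AGO4 IP and no read in the AGO4-SD IP. At *MEA*, an imprinted Polycomb gene, the 2 reads and 1 read of 23 nt in the AGO4-SD replicates do not exceed what a count of 0 allows in the AGO4 replicates, 0.367 and 0.181 RPM. Reads with a single position were counted within the annotated gene or the region shown by the paper, and no test was run. Promoters outside the annotated gene were left out, so a lack of reads does not cover them.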

Genome browser views of individual loci provided insight into the relationships among 12-, 23-, and 24-nt RNAs (Fig. 2C,D). The 12-nt RNAs found associated with wild-type AGO4 come from the same strands as 23-nt RNAs that associate with slicing-defective AGO4. 

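Of the 12-nt reads in the AGO4 IP, 47.8% ± 2.88 equaled the stretch at an end of a 23-nt RNA found in the AGO4-SD IP, as a mean over both ends, and 42.3% ± 3.05 equaled a given stretch inside one (SD, n = 2). The value inside is a mean over stretches that start at nucleotides 3 to 10. Those that start at 2 and 11 were left out of it. They held 43.1% and 42.7% in AGO4 replicate 1, and 47.8% and 47.8% in replicate 2, nearer to the ends. In AGO4 replicates 1 and 2, the shares were 45.8% and 49.9% at the ends and 40.1% and 44.4% inside. In the AGO4-SD IP, the shares were 32.9% ± 14.0 at the ends and 27.8% ± 14.7 inside, and in the mock IP 24.6% ± 3.50 and 18.6% ± 6.79. The reference held 1535190 distinct 23-nt sequences, so that many 12-nt sequences match by chance. Against the 59436 of them with at least 10 reads, the shares in the AGO4 IP were 13.8% and 15.4% at the ends and 10.6% and 11.9% inside. The 5′ and the 3′ end cannot be told from each other because the strand is not kept.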

In fact, manual alignment reveals that 12- and 23-nt RNAs share the same 5′ ends (see diagrams at the bottom of Fig. 2C,D). The 3′ termini of 12-nt RNAs occur at the positions where passenger strand slicing is predicted to occur, consistent with 12-nt RNAs being present in wild-type but not slicing-defective AGO4 fractions. Collectively, these data suggest that 12-nt RNAs associated with AGO4 are the 5′ fragments of sliced passenger strand RNAs.

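RNAs of 12 nt in the AGO4 IP lay most often with an end 10 nt inward from the 5′ A of a 24-nt RNA, where 0 is flush with the 5′ end. This registry of 10 held 4.29% and 4.17% of 837059 and 1808373 pairs of distinct 24- and 12-nt RNAs in replicates 1 and 2, against medians of 2.83% and 2.85% over all registries. With positions drawn at random in the same windows, the highest share at any registry was 2.91% and 2.90%. In the AGO4-SD IP, the same registry held 3.78% and 3.82% of 45782 and 111250 pairs and was also the highest, beside 3.74% and 3.57% at registry 0. In the mock IP, it held 6.25% and 5.55% of only 288 and 793 pairs. The strand of the partner is not kept, and 12-nt sequences were placed wherever they occur in siRNA windows, so that chance matches are included. From the 12-nt RNAs being found with AGO4 but not with AGO4-SD, sharing their strand and 5′ ends with 23-nt RNAs and ending where slicing of the passenger strand is predicted (Fig. 2C,D), the paper proposes that they are the 5′ fragments of passenger strands sliced by AGO4.

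**Figure D2:**
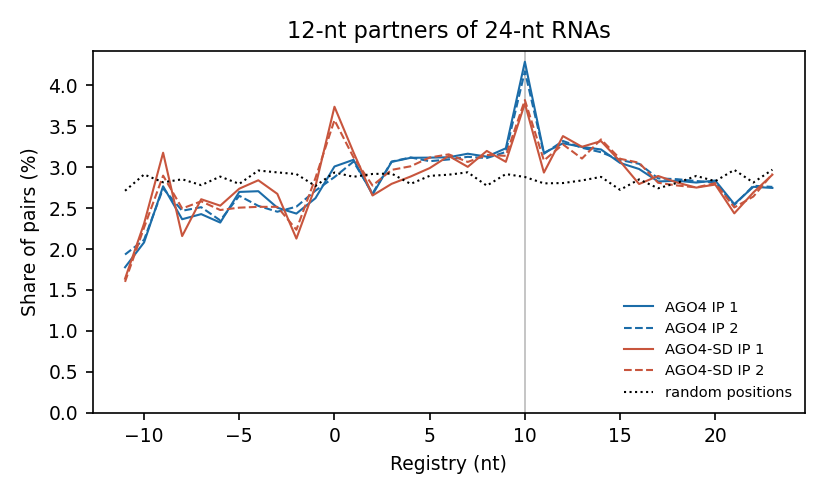
Share of pairs of distinct 24- and 12-nt RNAs (%) at each registry (nt), the distance of the end of the 12-nt RNA from the 5′ end of the 24-nt RNA, for the 2 AGO4 and 2 AGO4-SD libraries and for AGO4-SD replicate 2 with positions drawn at random. A vertical line marks registry 10, where the AGO4 libraries reach 4.29% and 4.17%.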

To extend our manual alignments of 23- and 24-nt RNAs at selected loci (e.g., those of Fig. 2C,D) to all loci in an unbiased way, we conducted a computational prediction of strand-pairing patterns among the 5,261,134 unique 24- or 23-nt RNA sequences associated with slicing-defective AGO4 (see Supplemental Fig. S3A; see the Supplemental Material). 

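The 2 AGO4-SD libraries together held 4201212 distinct sequences of 23 or 24 nt, of which 1535190 were 23 nt and 2666022 were 24 nt. Replicate 1 alone held 1576681 and replicate 2 alone 3353382 of them. A total of 2249863 had an exact match to TAIR10. In the registries, 219956 and 467186 of the 23-nt sequences and 437146 and 873958 of the 24-nt sequences of replicates 1 and 2 were used, those with a single position in the siRNA windows.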

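In the AGO4-SD IP, 4.30% and 4.28% of 952027 and 2618070 pairs of distinct 24- and 23-nt RNAs (replicates 1 and 2) lay at a registry of -1, in which an end of the 23-nt RNA extends 1 nt beyond the 5′ A of the 24-nt RNA. In the AGO4 IP, 3.17% and 3.41% of the pairs lay at this registry. The share was higher in AGO4-SD than in AGO4 by 1.13 and 0.867 percentage points within replicate numbers 1 and 2. The mock IP had 4.98% and 4.34% of its pairs there, of only 281 and 668. Registry -1 was second to registry 0 in both AGO4-SD libraries. Because the strand is not kept, the pairs include 23-nt RNAs of the same strand as the 24-nt RNA, which gather at registry 0 when they share its 5′ end. The mean difference at -1 was 1.39 percentage points weighted by reads and 0.466 with any 5′ nucleotide of the 24-nt RNA.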

The pairing configuration represented by the largest number of siRNA pairs has 23-nt siRNAs base-paired to 24-nt siRNAs such that the 5′ ends of the 24-nt strands are recessed by 1 nt relative to the 3′ ends of 23-nt strands (Supplemental Fig. S3B). No such arrangement was observed upon analysis of a computationally simulated library composed of small RNAs with the same abundance and sizes as the experimental data set and coming from same genomic loci but initiating at random positions (Supplemental Fig. S3B,C).

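With the positions of the RNAs drawn at random within the same windows, the share of pairs at the most frequent registry was 2.22% and 2.21% in AGO4-SD replicates 1 and 2, with medians of 2.17% over all registries. In the observed AGO4-SD libraries, the medians were 1.98% and 2.06%. The random libraries kept the number of distinct RNAs of each size in each window and gave 532232 and 1495588 pairs. Reads with a single position in the siRNA windows were used in both cases.

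**Figure D3:**
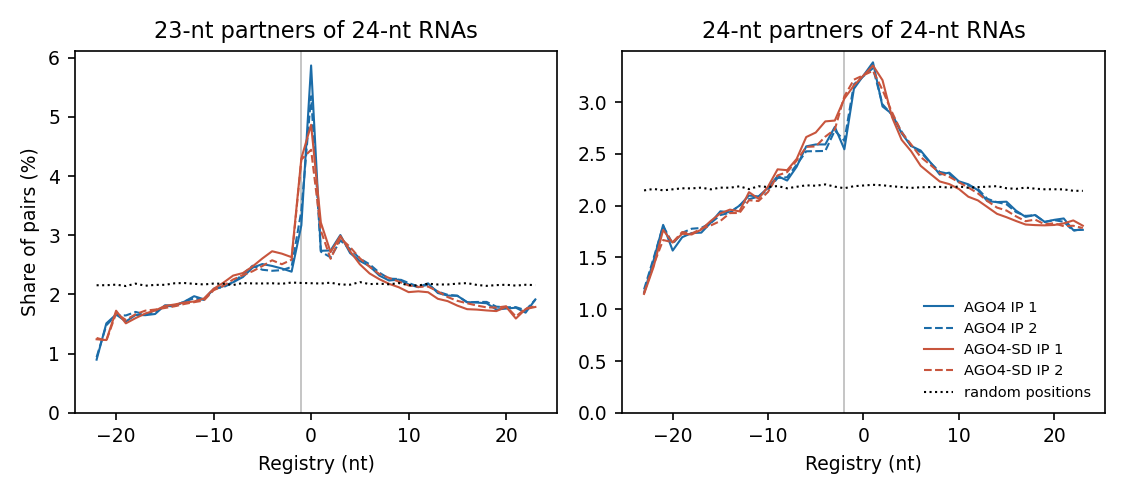
Share of pairs (%) of distinct 24-nt RNAs with distinct 23-nt RNAs (left) and 24-nt RNAs (right) at each registry (nt), the distance of the partner's end from the 5′ end of the 24-nt RNA. Lines show the 2 AGO4 and 2 AGO4-SD libraries and AGO4-SD replicate 2 with random positions, which stays near 2.17%, and vertical lines mark registries -1 and -2.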

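In the AGO4-SD IP, the ratio of 24-nt to 23-nt reads was 2.75 ± 0.0697 (SD, n = 2). In the AGO4 IP, it was 31.2 ± 2.88, and in the mock IP 1.19 ± 0.0881. The reverse ratio, of 23-nt to 24-nt reads, was higher in AGO4-SD than in AGO4 by 0.331 ± 0.00966, far more than the spread between replicates. Counting each distinct sequence once, 24-nt RNAs outnumbered 23-nt RNAs in the AGO4-SD IP by a ratio of 1.81.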

Twenty-four-nucleotide RNAs outnumber 23-nt RNAs by approximately 3:1 in the pool of RNAs associated with slicing-defective AGO4 (Fig. 2A), suggesting that 24-/24-nt and 24-/23-nt duplexes are loaded into AGO4 in similar abundance. 

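Among pairs of distinct 24-nt RNAs in the AGO4-SD IP, 3.03% and 3.06% of 1514532 and 4049071 pairs (replicates 1 and 2) lay at a registry of -2, in which the end of 1 RNA extends 2 nt beyond the 5′ A of the other. The most frequent registry was 1, with 3.35% and 3.302% of the pairs, and registries -1 (3.16% and 3.22%) and 2 (3.21% and 3.12%) also held larger shares than -2. The medians over all registries were 2.06% and 2.05%. In the mock IP, 3.19% and 3.18% of 1097 and 2361 pairs lay at -2. Pairs on the same strand are included, since the strand is not kept, and these gather around registry 0 where 24-nt RNAs begin at neighboring positions.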

Computational analysis of how 24-nt siRNAs can best pair with other, complementary 24-nt siRNAs among the pool of RNAs associated with AGO4-SD predicts duplexes with 2-nt 3′ overhangs at each end as the most abundant duplex species (Supplemental Fig. S3C, left panel), which matches the known pairing of 24/24 duplexes generated by DCL3 dicing in vitro (Fukudome et al. 2021; Loffer et al. 2022). 

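In the AGO4 IP, 2.54% and 2.63% of 2245433 and 4530791 pairs of distinct 24-nt RNAs (replicates 1 and 2) lay at a registry of -2, below the shares at registry -1, 3.13% and 3.17%, as in the AGO4-SD IP. The share at -2 was higher in AGO4-SD than in AGO4 by 0.459 percentage points ± 0.0606 (n = 2), a difference of 0.489 and 0.429 within the replicate numbers and larger than their spread. The most frequent registry in the AGO4 IP was also 1, with 3.38% and 3.33%. The strand of the partner is not known.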

No such pattern was found for 24-nt RNAs associated with wild-type AGO4 (Supplemental Fig. S3C, right panel), consistent with the interpretation that slicing eliminates one strand of any 24/24 duplex that is loaded. It is noteworthy that regardless of whether a passenger strand is 23 or 24 nt in length, slicing will generate a 12-nt product due to cleavage opposite the guide strand's 10th nucleotide when measured from its 5′ end (see Fig. 2E).

### Passenger strand slicing can be recapitulated in vitro using recombinant AGO4

To enable biochemical assays of AGO4 slicing, we used baculovirus vectors to express N-terminal SUMO and FLAG-tagged wild-type or slicing-defective AGO4 in insect cells, with the latter having the catalytic triad mutated from DDH to AAA (abbreviated as AGO4-SD^AAA^) (Fig. 3A). Chaperone activities are usually required for Argonaute loading of double-stranded siRNA duplexes but not single-stranded siRNAs (Iwasaki et al. 2015; Naruse et al. 2018). Thus, to bypass chaperone involvement, we first incubated AGO4 with a single-stranded 24-nt RNA to serve as the guide strand. A complementary 23-nt siRNA 5′ end-labeled with ^32^P (Fig. 3B) was then added, yielding a duplex mimicking a DCL3-generated 24/23 duplex (see the summary diagram in Supplemental Fig, S3B; Loffer et al. 2022). In reactions involving wild-type AGO4, a labeled 12-nt RNA slicing product was generated (Fig. 3B, lane 6), supporting the interpretation that the 12-nt RNAs associated with wild-type AGO4 in vivo (Fig. 2C–E) are slicing products. Recombinant AGO4-SD^AAA^ displayed no slicer activity, as expected (Fig. 3B, lane 9).

**Figure 3.**
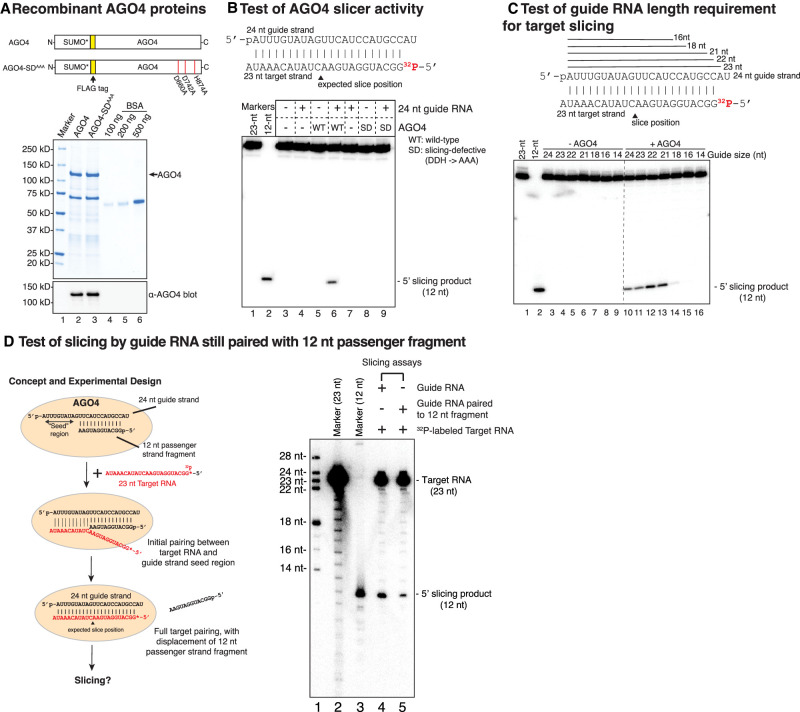
Guide strand-mediated slicing of 23-nt passenger strands can be recapitulated in vitro using recombinant AGO4. (*A*) Diagrams of recombinant AGO4 and AGO4-SD^AAA^ in which aspartates D660 and D742 and histidine H874 were changed to alanines. A Coomassie-stained gel and anti-AGO4 immunoblot reveal similar expression levels for the two proteins. (*B*) AGO4 has passenger strand slicer activity. The diagram shows the pairing of 24- and 23-nt strands of a DCL3-diced 24/23 duplex. The predicted cleavage site is denoted by a black triangle. In the experiment, AGO4 or AGO4-SD^AAA^ was first incubated with or without the 24-nt siRNA guide, and then ^32^P end-labeled 23-nt siRNA was added. Slicing results in a 12-nt end-labeled fragment. RNAs were resolved by denaturing PAGE. End-labeled 23- and 12-nt size markers are present in lanes *1* and *2*. Control reactions lacked added protein (lanes *3*,*4*,*7*) or guide RNA (lanes *3*,*5*,*8*). (*C*) Guide RNAs of variable size program target RNA cleavage. Strands of 23-, 22-, 21-, 18-, 16-, and 14-nt RNA that are 3′ truncations of the 24-nt guide strand shown are represented by solid lines. In the experiment, wild-type AGO4 was preincubated with guide strands of variable length and then end-labeled 23-nt target RNA. End-labeled 23- and 12-nt size markers were run in lanes *1* and *2*. AGO4 was omitted from reactions in lanes *3–9* and included in the reactions of lanes *10–16*. See also Supplemental Figures S4 and S5. (*D*) Test of slicing by a guide RNA paired with a 12-nt passenger strand fragment. The cartoon at the *left* illustrates the unpaired seed region of the guide RNA initiating pairing with a target RNA, leading to displacement of the 12-nt fragment and potential slicing of the target. In the autoradiogram at the *right*, end-labeled size markers were resolved by denaturing PAGE in lanes *1–3*. Recombinant AGO4 was loaded with the 24-nt single-stranded guide RNA (lane *4*) or the guide RNA paired with the 12-nt passenger strand fragment (lane *5*) and tested for the ability to slice a 5′ end-labeled 23-nt target RNA to produce a labeled 12-nt product.

We next tested the guide strand length requirements for AGO4 slicing. Interestingly, 21- to 24-nt guide RNAs, differing only at their 3′ ends, programmed equivalent levels of passenger strand slicing (Fig. 3C, lanes 10–13). These results indicate that AGO4 does not anchor the guide RNA's 3′ end at a fixed position within the PAZ domain, unlike human AGO2 and several other AGO proteins (Ma et al. 2004; Jinek and Doudna 2009; Frank et al. 2012). Examination of a predicted structure for AGO4, obtained using AlphaFold (Jumper et al. 2021), suggests that an extended β hairpin and disordered positively charged loop flank the predicted 3′ end of the guide strand RNA in lieu of a nucleotide binding pocket, as in human AGO2 and *Arabidopsis* AGO1 (Supplemental Fig. S4A). The sequences of the disordered loop are also conserved in the AGO4-related proteins AGO6 and AGO9 (Supplemental Fig. S4B; see also Poulsen et al. 2013). We speculate that these extended motifs allow for siRNA 3′ ends of variable length.

A 12-nt passenger strand fragment base-paired to a 24-nt guide strand would leave the seed region of the guide strand (nucleotide positions 2–8, counting from the 5′ end) single-stranded and potentially still able to base-pair with a target RNA (see the left panel in Fig. 3D). To test this possibility, we annealed a 24-nt guide strand with an excess of a 12-nt RNA, equivalent to a sliced passenger strand fragment, and then incubated the resulting 24-/12-nt duplex with recombinant AGO4. A 23-nt target RNA 5′ end-labeled with ^32^P and complementary to the 24-nt guide RNA was then incubated with the complex. Slicing of the 23-nt RNA ensued, with the slicing activity of AGO4 loaded with a 24-/12-nt duplex being comparable with that of AGO4 loaded with only the 24-nt guide RNA (Fig. 3D, cf. lanes 4 and 5).

### Guide strand end modifications and terminal nucleotide requirements

Results of previous studies suggested that Pol IV transcribed strands of siRNA precursor dsRNAs have 5′ monophosphates (Blevins et al. 2015; Li et al. 2015; Zhai et al. 2015), whereas RDR2 transcribed strands have 5′ triphosphates (see Fig. 4A; Singh et al. 2019). These end groups persist in diced siRNAs (Singh et al. 2019). To test whether 5′ end modifications affect guide strand loading or activity, we incubated FLAG-tagged recombinant AGO4 with 24-nt RNAs having either 5′ hydroxyl, 5′ monophosphate, or 5′ triphosphate groups. Following affinity capture of AGO4 using anti-FLAG Dynabeads, associated RNAs were subjected to RNA blot analysis. The results show that guide RNAs can be loaded into AGO4 regardless of their 5′ end modifications, but the strongest signals were observed for RNAs with a 5′ monophosphate group (Fig. 4B, cf. lanes 6 and 7,8). Guide RNAs with 5′ monophosphate groups also programmed fivefold to eightfold higher levels of target slicing than guide RNAs with 5′ hydroxyl or 5′ triphosphate groups (Fig. 4C, cf. lanes 6 and 7,8). The observed 5′ monophosphate preference suggests that 24-nt siRNAs derived from the 5′ ends of Pol IV strands may be preferentially loaded into AGO4 and may preferentially program slicing compared with siRNAs derived from the 5′ triphosphorylated RDR2 strand. MID domain amino acids known to be involved in 5′ phosphate interactions in *Arabidopsis* AGO1 are highly conserved in sequence and spatial positions in AGO4 (Supplemental Fig. S5A) and all *Arabidopsis* AGO proteins (Supplemental Fig. S5B).

**Figure 4.**
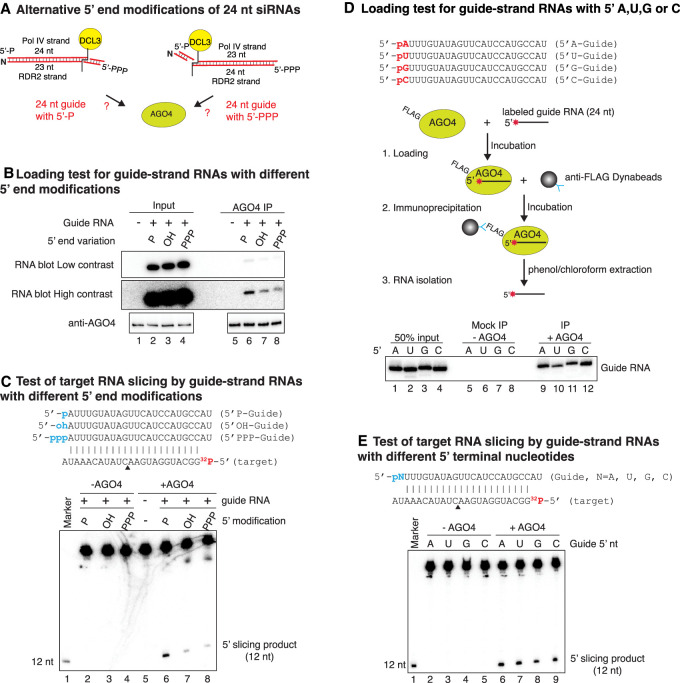
Tests of guide strand 5′ chemical groups and nucleotides in AGO4 loading and slicing. (*A*). Cartoon illustrating alternative features of precursors and diced siRNA duplexes. (*B*) Test of AGO4 loading for 24-nt guide RNAs with 5′ monophosphate (P), 5′ hydroxyl (OH), or 5′ triphosphate (PPP) groups. Input samples are shown in lanes *1–4*. RNAs that coimmunoprecipitate with AGO4 are in lanes *5–8*. RNAs were subjected to denaturing PAGE, transferred to membranes, and detected by RNA blot hybridization. Controls in lanes *1* and *5* lacked RNA. (*C*) Target RNA slicing programmed by guide siRNAs with different 5′ end modifications. Twenty-four-nucleotide guide RNAs with different 5′ groups, paired with a 5′ end-labeled 23-nt target RNA, are shown at the *top*. The predicted slice site is denoted by a black triangle. The alternative guide RNAs were incubated with or without AGO4, followed by incubation with ^32^P-labeled 23-nt target RNA. RNAs were then subjected to denaturing PAGE. An end-labeled 12-nt size marker was run in lane *1*. Lane *5* is a control in which AGO4 was included but guide RNA was omitted. (*D*) Test for preferential loading of guide RNAs with different 5′ nucleotides. Twenty-four-nucleotide RNAs with each of the four possible nucleotides at their 5′ ends were ^32^P end-labeled and incubated with FLAG-tagged recombinant AGO4. (Lanes *9–12*) RNAs associated with AGO4 captured on anti-FLAG Dynabeads were resolved by denaturing PAGE. (Lanes *5–8*) In mock IP control reactions, AGO4 was omitted. Lanes *1–4* show input RNA. See also Supplemental Figure S6. (*E*) Test of target RNA slicing programmed by guide RNAs with different 5′ nucleotides. The different guide RNAs were incubated with (lanes *6–9*) or without (lanes *2–5*) AGO4 and then incubated with end-labeled 23-nt target RNA. RNAs were then purified and subjected to denaturing PAGE and autoradiography.

Approximately 80% of the 24-nt siRNAs associated with AGO4 in vivo begin with adenosine, suggesting that AGO4 may selectively bind 24-nt siRNAs with a 5′ A. As a test of this hypothesis, we synthesized 24-nt RNAs that differ only by having 5′ A, U, C, or G. We then end-labeled the RNAs with ^32^P, incubated them with FLAG-tagged recombinant AGO4, affinity-captured the resulting AGO4–RNA complexes, and subjected the RNAs to denaturing PAGE and autoradiography. This experiment revealed that 5′ nucleotide identity has little effect on AGO4 binding (Fig. 4D, lanes 9–12). We also performed a competition assay in which AGO4's binding of a ^32^P-labeled 24-nt RNA with a 5′ A was challenged by inclusion of increasing amounts of phosphorylated but unlabeled 24-nt siRNAs that have A, U, G, or C nucleotides at their 5′ ends. All four competitor RNAs competed effectively against the labeled RNA (Supplemental Fig. S6). Likewise, guide RNAs with 5′ A, U, C, or G nucleotides programmed similar levels of target RNA slicing (Fig. 4E). Collectively, the data of Figure 4 and Supplemental Figure S6 indicate that 5′-terminal nucleotide identity has little effect on AGO4 guide strand loading or enzymatic activity.

### AGO4 retains sliced target RNA fragments in vitro and in vivo

Our detection of 12-nt passenger strand fragments in association with AGO4 led us to test the extent to which sliced RNA fragments are released or retained by AGO4 (Fig. 5). For these experiments, FLAG-tagged AGO4 expressed in transgenic plants was immobilized on anti-FLAG Dynabeads and loaded with a 24-nt RNA guide strand. A complimentary 5′ end-labeled target RNA was then added. After incubation, reactions were separated into supernatant and bead-associated fractions, with the bead fractions subjected to multiple rounds of washing. RNAs of both fractions were then purified, resolved by denaturing PAGE, and visualized by autoradiography (Fig. 5A). Using a 23-nt target RNA mimicking a passenger strand, an end-labeled slicing product of 12 nt was detected primarily in the washed bead fraction, not the supernatant (Fig. 5B, cf. lanes 4 and 5). Changing guide strand nucleotides 9–11 to make them noncomplementary to the corresponding 23-nt target RNA nucleotides impaired slicing, demonstrating the importance of base pairing near the cut site (Fig. 5B, cf. lanes 6,7 and 4,5). Next, we tested AGO4's ability to slice a 51-nt target RNA end-labeled with ^32^P (Fig. 5C), yielding a labeled 29-nt fragment that remained associated with bead-immobilized AGO4 (Fig. 5C, cf. lanes 5 and 4).

**Figure 5.**
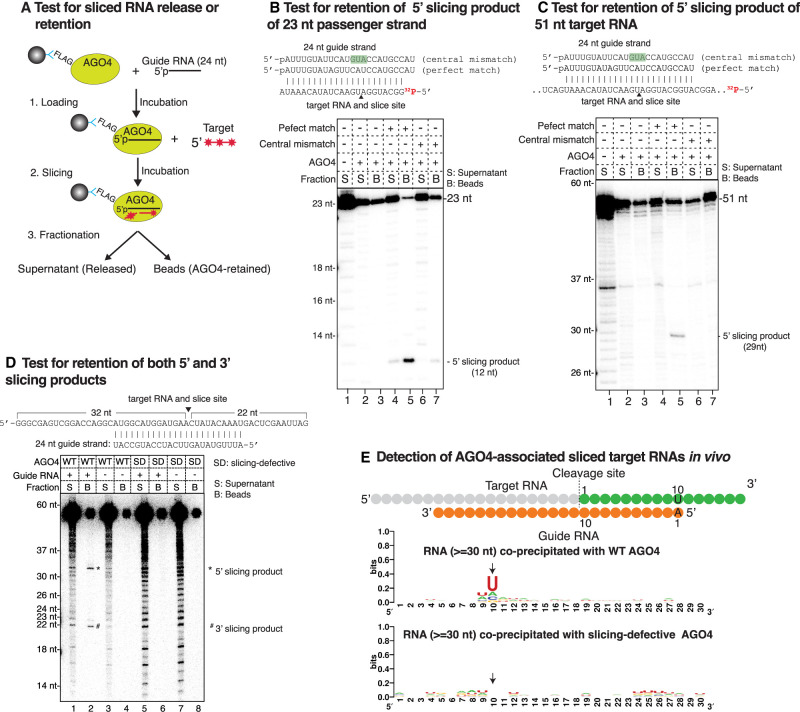
AGO4 retains sliced target RNAs in vitro and in vivo. (*A*) Cartoon of the strategy for testing AGO4 release or retention of sliced target RNAs. (*B*) Test for retention of 23-nt target strand 5′ cleavage products. At the *top* are sequences of a 24-nt guide RNA with 100% complementarity to the ^32^P-labeled target RNAs and a guide RNA with 3 nt of target noncomplementarity (highlighted in green). In the experiment, FLAG-AGO4 immobilized on anti-FLAG Dynabeads was incubated with buffer only (lanes *2*,*3*), with the 24-nt guide RNA that have perfect complementarity to the target RNA (lanes *4*,*5*), or with 24-nt guide RNAs with mismatches to the target RNA (lanes *6*,*7*). RNAs in the supernatant (S) and washed bead (B) fractions were purified and subjected to denaturing PAGE and autoradiography. Lane *1* is an anti-FLAG IP control using nontransgenic plants. (*C*) Test for retention of 5′ cleavage products of a 51-nt RNA target. The experiment was conducted as for *B*. (*D*) Both 5′ and 3′ cleavage products of long RNAs are retained by AGO4 in vitro. The experiment was conducted as for *B* except that a body-labeled 54-nt target RNA was used. The expected sizes of its slicing products are 22 and 32 nt. (*E*) Sliced products of RdDM target locus RNAs are retained by AGO4 in vivo. The cartoon shows how 24-nt guide RNAs of variable sequence (orange) would pair with complementary target RNAs. 5′ and 3′ cleavage products are color-coded gray and green, respectively. At position 10 of the 3′ slicing products (green fragments), a strong uridine (U) signature is expected due to complementarity to the adenosine (A) at the guide strand 5′ end. The sequence logos *below* show RNA-seq analyses for RNAs >30 nt that coimmunoprecipitated with wild-type AGO4 or AGO4-SD. The arrow denotes the position of the expected U signature.

Using 5′ end-labeled target RNAs only allows 5′ slicing products to be detected. This led us to test a body-labeled 54-nt target RNA generated via incorporation of an α-^32^P-labeled nucleotide during transcription by T7 RNA polymerase in vitro. Labeled fragments of 32 and 22 nt were generated upon AGO4 slicing, corresponding to both the 5′ and 3′ cleavage products (Fig. 5D, lane 2), and both were enriched in the AGO4 bead fraction. This experiment indicates that both 5′ and 3′ slicing products remain associated with AGO4 after target RNA cleavage. Control experiments confirmed that slicing products are not generated in the absence of a guide RNA (Fig. 5D, lane 4) or by slicing-defective AGO4 (Fig. 5D, lanes 6,8).

Our finding that AGO4 retains its slicing products in vitro prompted us to ask whether scaffold RNAs at RdDM loci, primarily synthesized by RNA polymerase V (Wierzbicki et al. 2009), are also sliced and retained in vivo. A prediction is that sliced scaffold RNAs would include RNAs with a strong signature for a uridine (U) at position 10. This is because AGO4-loaded 24-nt guide RNAs have an ∼80% bias for a 5′-terminal adenosine (A) and because slicing occurs opposite the 10th position measured from this 5′ A. Thus, the expected U at position 10 of a sliced target RNA would be the complement of the guide strand's 5′-terminal A (see the model in the top panel of Fig. 5E). 

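The share of 24-nt RNAs in the AGO4 IP with A at the 5′ end was 78.99% ± 0.512 (SD, n = 2), if the nucleotides at both ends vary independently and 5′ A is more frequent than 3′ U. In the AGO4-SD IP, it was 68.6% ± 0.976 under the same assumption. The estimate was added after the loss of the strand was seen, and counting each distinct sequence once it was 72.1% in the AGO4 IP. The reads behind it numbered 5757810 and 13519392 in AGO4 replicates 1 and 2.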

With this prediction in mind, we analyzed the sequences of all RNAs that coimmunoprecipitated with wild-type AGO4 in vivo, examining RNAs of ≥30 nt. 

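Among RNAs of 30 nt or longer in the AGO4 IP, U was found at position 10 in 25.9% ± 1.67 of the reads, as a mean over both readings of each sequence, and at positions 5 to 15 other than 10 in 25.98% ± 1.13 (SD, n = 2). The excess at position 10 was -0.0997 percentage points ± 2.81. Within siRNA windows, it was 7.11 percentage points ± 2.78 in the AGO4 IP, over 4684 and 4626 reads, and 3.83 ± 9.28 in the mock IP, where replicate 1 had a larger excess (10.4) than either AGO4 replicate (9.08 and 5.14). In AGO4 replicate 1, U was also more frequent at position 12 (47.95%) than at position 10 (36.1%). Counting each distinct sequence in siRNA windows once, an alternative added after the values were seen, U was found at position 10 in 37.1% ± 3.72 of the RNAs of the AGO4 IP and in 27.6% ± 0.476 of those of the mock IP. The excess was then 6.45 and 10.9 percentage points in AGO4 replicates 1 and 2 and 1.28 and 0.969 in the mock replicates. Since the strand is not kept, U at position 10 from 1 end and A at position 10 from the other were averaged, which dilutes an excess present at 1 of them.

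**Figure D4:**
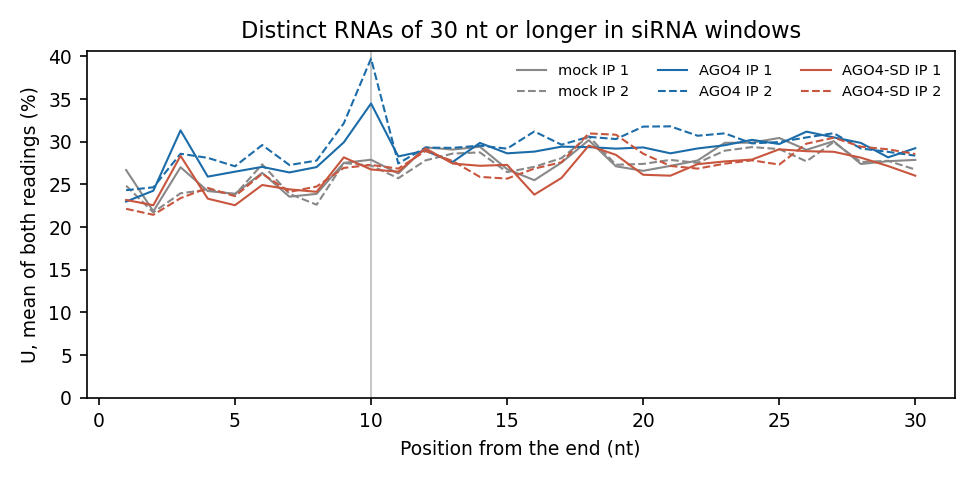
Share of U (%, mean of both readings) at each position (nt) from the end of distinct RNAs of 30 nt or longer in siRNA windows, with a line per library and a vertical line at position 10. At this position the AGO4 libraries reach 34.5% and 39.7%, and the mock and AGO4-SD libraries 26.7% to 27.9%.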

A strong signature for U is indeed present at position 10 of these AGO-associated RNAs (Fig. 5E). 

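In the AGO4-SD IP, the excess of U at position 10 of RNAs of 30 nt or longer over the neighboring positions was -2.14 percentage points ± 2.64 (SD, n = 2). Within siRNA windows, it was 2.09 ± 4.23, over 2867 and 2141 reads. Over distinct sequences in siRNA windows, the alternative added after the values were seen, U was found at position 10 in 27.0% ± 0.374 of the RNAs, an excess of 0.883 percentage points ± 0.451. The difference between AGO4-SD and AGO4 was -2.16 and -1.93 percentage points within replicate numbers 1 and 2 over all reads, and -7.78 on average over distinct sequences in siRNA windows. Over all reads, the mock IP had a larger excess than the AGO4 IP within both replicate numbers. That setting therefore shows no excess particular to AGO4.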

No +10 U signature was observed for RNAs associated with AGO4-SD (Fig. 5E).

### AGO4 slicer activity elevates DNA methylation levels at RdDM loci genome-wide

We tested the importance of AGO4's slicing ability for DNA methylation at RdDM loci using whole-genome bisulfite sequencing. In *ago4-4*-null mutant plants, compared with wild-type plants, cytosine methylation at CHH and CHG motifs is substantially reduced at 6718 genomic loci, whereas CG methylation is mostly unaffected (Fig. 6A, cf. left three panels). We define these 6718 loci as AGO4-dependent differentially methylated regions (agoDMRs) (see Supplemental Table S2). Rescue of the *ago4-4* mutant by the wild-type AGO4 transgene restored CHG and CHH methylation to nearly wild-type levels. In contrast, expression of AGO4-SD resulted in CHG and CHH methylation levels intermediate between those of the mutant and wild type, and this was true for the majority of agoDMR loci (see heat map panel of Fig. 6A). AGO4-dependent CHG and CHH methylation is particularly apparent at short TEs (1–2 kb) and the edges of long TEs (>4 kb) (Supplemental Fig. S7), consistent with RdDM mainly targeting these regions (Zemach et al. 2013).

**Figure 6.**
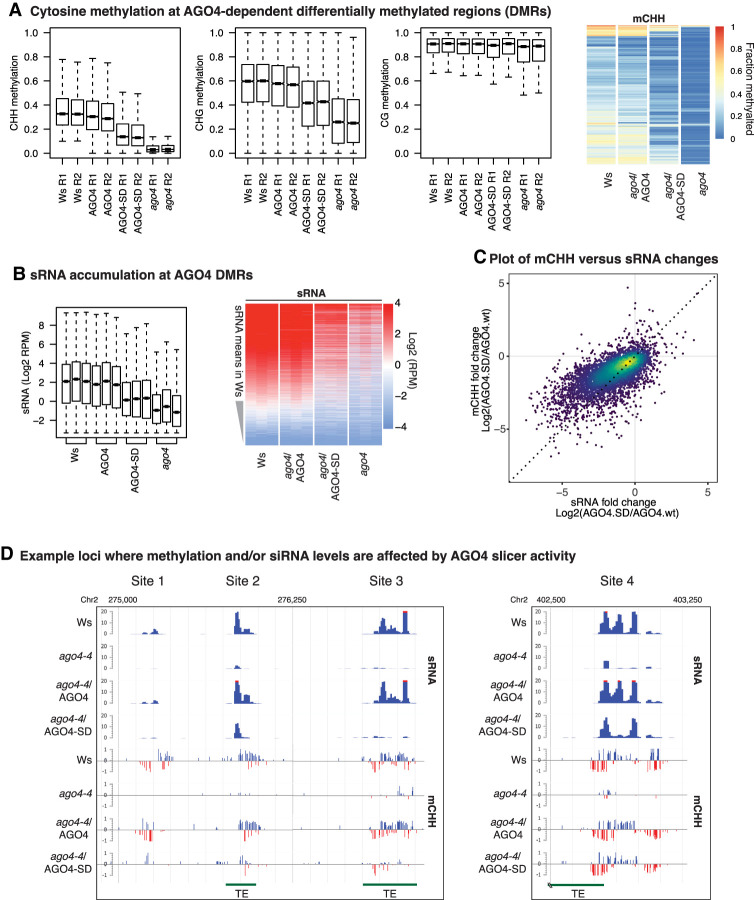
AGO4 slicer activity enhances non-CG methylation at virtually all RdDM loci. (*A*) Cytosine methylation at AGO4-dependent differentially methylated regions (DMRs). (*B*) Relative small RNA abundance at AGO4 DMRs displayed as box plots and as a heat map. siRNA accumulation was normalized to the total mappable read count of the corresponding small RNA library. (RPM) Reads per million. (*C*) Correlation between CHH methylation and siRNA levels at AGO4 DMRs. Points overlapping at higher density are shown in warmer colors. (*D*) Representative genome browser views of loci at which de novo DNA methylation and/or small RNA accumulation is affected by AGO4 slicer activity. See also Supplemental Figure S7.

Analyses of siRNA levels by RNA-seq revealed that in the *ago4-4* mutant, siRNA levels at agoDMR loci decrease, paralleling the decreases in CHG and CHH methylation levels. Like cytosine methylation, siRNA levels are nearly fully restored by wild-type AGO4 but are only partially restored by AGO4-SD (Fig. 6B). The positive correlation between CHH methylation levels and small RNA levels is illustrated in Figure 6C.

The data of Figure 6, A and B, and Supplemental Figure S7 suggest that AGO4 slicing has primarily quantitative, rather than qualitative, effects on siRNA and CHH methylation levels at agoDMR loci. However, within individual loci, differences in the spatial distribution of siRNAs and CHH methylation are often apparent, as shown in genome browser views for four loci (Fig. 6D). At sites 1 and 3, CHH methylation levels are severely impacted in the *ago4-4* mutant and are restored to wild-type levels by the wild-type AGO4 transgene but are only weakly rescued by the AGO4-SD transgene, which also fails to restore siRNA levels. In comparison, sites 2 and 4 have two or three spatially separated peaks of siRNAs that are greatly diminished in the *ago4-4* mutant and are restored by wild-type AGO4. At each of these loci, the AGO4-SD protein fails to restore one of the siRNA peaks, which correlates with reduced methylation within that interval (most apparent for site 2). Collectively, these results indicate that quantitative differences in slicing-dependent methylation and siRNA levels at RdDM loci can frequently be attributed to differences within subintervals of affected loci.

## Discussion

### The function of 23-nt siRNAs revealed

DCL3-generated 23-nt RNAs derived from the 3′ ends of Pol IV or RDR2 strands of siRNA precursors are base-paired to 24-nt siRNAs derived from precursor 5′ ends (Singh et al. 2019; Loffer et al. 2022), but whether 23-nt RNAs play a role in RdDM has long been a question. Our results provide an answer, showing that 23-nt RNAs function as passenger strands for 24-nt siRNA guide strands. The 24-nt guide strands then program AGO4 to slice the 23-nt passenger strands with nearly 100% efficiency. What few 23-nt RNAs remain associated with AGO4 lack the 3′ penultimate U signature of passenger strands; instead, they have sequences indicative of truncated 24-nt strands (see Supplemental Fig. S2). Collectively, our results indicate that 23-nt siRNAs do function in RdDM but only indirectly—by specifying that their 24-nt partners are loaded into AGO4 to carry out subsequent target locus interactions.

### Old and new hypotheses for AGO4 guide strand selection

How is the 24-nt strand of a 24/23 duplex selected as the guide strand? A long-standing hypothesis has been that AGO4 has a structural requirement for 24-nt RNAs such that 23-nt RNAs cannot be stably bound. However, our biochemical results show that AGO4 can be loaded with 21-, 22-, 23-, or 24-nt RNAs, all of which guide target RNA slicing with similar efficiency (see Fig. 3). Intriguingly, low-abundance Pol IV-dependent 21- to 22-nt siRNAs are generated at loci where 24-nt siRNAs accumulate and can participate in RdDM (Panda et al. 2020). Our biochemical results support the hypothesis that these 21- to 22-nt siRNAs could potentially be loaded into AGO4, as is the case for AGO6, which incorporates 21- to 22-nt TE-derived siRNAs and guides DNA methylation in the noncanonical RdDM pathway (McCue et al. 2015).

It has also been thought that AGO4 may actively select guide strands with a 5′-terminal adenosine because ∼80% of 24-nt siRNAs associated with AGO4 have 5′ adenosines (Mi et al. 2008). Precedence for this idea includes structural studies of human AGO2, whose nucleotide specificity loop in the MID domain favors binding of a 5′ U or A (Frank et al. 2010, 2012), and studies of *Arabidopsis* AGO1, whose similar specificity loop favors binding of miRNAs with a 5′ U (Mi et al. 2008; Frank et al. 2012). However, our results show that 24-nt siRNAs with 5′ A, U, C, or G can associate with AGO4 and mediate target RNA cleavage with similar efficiencies (see Fig. 4D,E). Taken together, our tests of guide strand length and terminal nucleotide identity lead us to conclude that AGO4 binds the siRNAs available to it, as dictated by the activities of the enzymes that generate the siRNAs; namely, Pol IV, RDR2, and DCL3 (Singh et al. 2019). Pol IV most frequently initiates transcription with an A or G; likewise, RDR2 has a (weaker) tendency to initiate with an A or U (Singh et al. 2019). Thus, enrichment for 5′ adenosines is a feature of siRNA precursors. DCL3 then displays a preference for binding dsRNA ends that include a 5′ A (and discriminates against a 5′ G) and then measures and cuts 24 nt downstream, resulting in biased production of 24-nt siRNAs with a 5′ A (Loffer et al. 2022). However, the question of why 24nt and not-23 nt RNAs of 24/23 duplexes are selected as guide strands remains. The asymmetry inherent to 24/23 duplexes is likely important, with 3′ ends of 23-nt strands overhanging by 1 nt and 3′ ends of the 24-nt strands overhanging by 2 nt. We speculate that this asymmetry is recognized by an as yet unidentified AGO4 loading activity that binds and orients the duplex such that the 24-nt strand is stably incorporated into AGO4. In the case of 24/24 duplexes that are also generated by DCL3 and are composed of the 3′ ends of Pol IV strands and the 5′ ends of RDR2 strands (Loffer et al. 2022), 3′ overhangs of 2 nt are present at each end such that these duplexes are symmetrical. If a 3′ overhang of 2 nt is what identifies the strand as loaded, the 24-nt strand of a 24/23 duplex would be specifically chosen, but either strand of a 24/24 duplex could be chosen.

### Retention of sliced RNAs suggests a model for how slicing may enhance RdDM

Our finding that 12-nt 5′ fragments of sliced 23-nt passenger strands remained associated with AGO4 both in vivo and in vitro (see Figs. 2, 5B) was unexpected. Presumably, the 12-nt fragments are base-paired to the 3′ half of 24-nt guide strands, leaving the seed region of the guide strands single-stranded and available to initiate pairing with complementary target RNAs. Our test of this hypothesis showed that a 24-nt guide strand–12-nt passenger strand fragment duplex can indeed program target RNA slicing (see Fig. 3D). We speculate that the 12-nt fragment is displaced upon target RNA binding, given that slicing requires perfect guide strand–target RNA base pairing surrounding the slice site (see Fig. 5B,C) and that the 12-nt RNA overlaps this region.

An unanswered question is whether the 12-nt passenger strand slicing product is important for some aspect of AGO4 function. One possibility is that it helps protect the 3′ end of the paired 24-nt guide RNA and may be accommodated by the AGO4 PAZ domain's predicted extended hairpin and disordered loop, which differ from the end-tethering pockets of other AGOs (see Supplemental Fig. S4). Another possibility is that a 12-nt passenger strand fragment base-paired to a guide strand serves as a mark of a new and unused AGO4–siRNA complex that has not yet seen action by engaging a complementary target RNA. Such a mark could potentially play a role in subcellular trafficking or docking of AGO4–siRNA complexes with Pol V or other components of the RdDM machinery.

A pioneering study indicated that AGO4 slicing competence affected methylation and siRNA abundance at some but not all of a limited set of *Arabidopsis* RdDM loci known at the time (Qi et al. 2006). Revisiting the question using bisulfite sequencing and small RNA deep sequencing to achieve a whole-genome analysis shows that AGO4 slicer activity is needed to achieve maximal DNA methylation and siRNA levels at nearly all RdDM loci, not just a specific subset of loci (Fig. 6A,B; Supplemental Fig. S7). What does AGO4 slice? Early studies showed that AGO4 can be cross-linked to Pol V transcripts and that Pol V transcript levels detected by RT-PCR are higher in *ago4* mutants (Wierzbicki et al. 2009). Thus, Pol V transcripts have long been assumed to be likely targets of AGO4 slicing. Moreover, RNA sequencing of nascent Pol V transcripts generated under nuclear run-on conditions revealed a strong +10 U signature that, together with genetic evidence, suggested cotranscriptional slicing by one or more members of the AGO4 clade (Liu et al. 2018). Our study adds to these previous results by showing that AGO4 can account for the +10 U signature and that AGO4 surprisingly remains associated with the sliced products of nascent Pol V transcripts.

Why should AGO4 retain its slicing products? Importantly, Pol V transcripts are thought to be >100 nt (Böhmdorfer et al. 2016) and overlap genomic positions at which 24-nt siRNAs are generated in swarms (Wierzbicki et al. 2012), beginning and ending at variable positions throughout the loci (see Fig. 2C,D). Thus, multiple 24-nt siRNAs can potentially base-pair with any given Pol V transcript. There is also compelling evidence that protein–protein interactions occur between the C-terminal domain of the Pol V largest subunit and AGO4 (El-Shami et al. 2007), likely in a complex also involving AGO4 interactions with SPT5L (Lahmy et al. 2016; Liu et al. 2018). If AGO4–CTD interactions and siRNA–Pol V transcript interactions occur simultaneously and cotranscriptionally, can these interactions be maintained as Pol V transcription elongation proceeds and the distance (measured in RNA length) between the polymerase and an AGO4–siRNA complex progressively increases? Based on these considerations, we propose a model, shown in Figure 7, in which protein–protein interactions between the Pol V CTD and AGO4 initially occur coincident with siRNA–Pol V transcript base pairing. AGO4 slicing of the Pol V transcript ensues, allowing the 5′ portion of the nascent transcript to be uncoupled from the still elongating polymerase, with the AGO4–siRNA complex remaining bound to the sliced and released RNA. This process might then be repeated by the binding, slicing, and release of successive AGO4–siRNA complexes as Pol V transcription proceeds. A further speculation is that the sliced RNA fragments retained by AGO4 may facilitate direct tethering at the corresponding DNA loci, perhaps contributing to evidence for R loops at RdDM loci (Xu et al. 2017). Mass spectrometry evidence indicates that AGO4 and the de novo DNA methyltransferase DRM2 can associate (Zhong et al. 2014). Thus, individual tethered AGO4–RNA complexes may be sufficient for DRM2 recruitment and methylation of corresponding DNA intervals, with methylation able to proceed at a pace independent of the rate of Pol V transcriptional elongation thanks to AGO4 slicing. Our finding that cytosine methylation and associated siRNA production can differ within RdDM locus subintervals that can also differ in their dependence on AGO4 slicing ability (see Fig. 6) is compatible with the hypothesis that multiple AGO4–DRM complexes may act in parallel in intervals at least partially defined by AGO4 slicing. Testing the model of Figure 7 will be a challenge for future studies.

**Figure 7.**
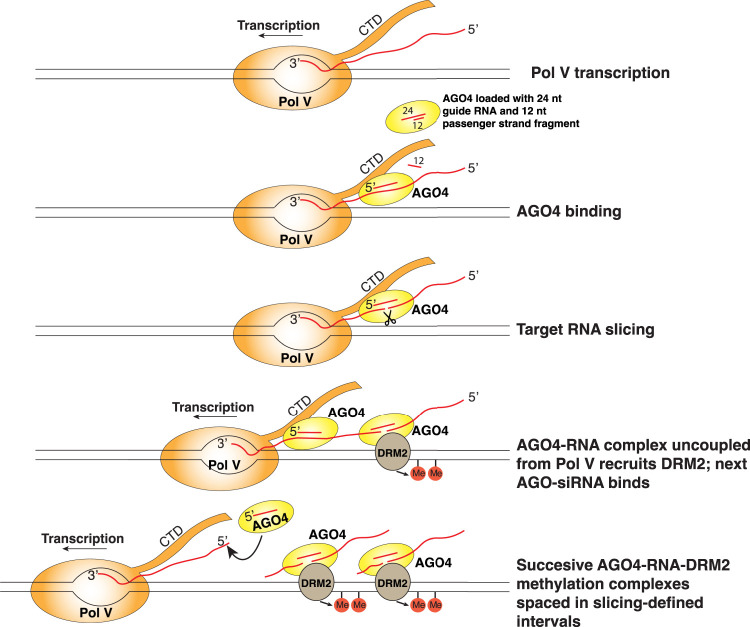
A model for discontinuous RNA-directed DNA methylation in intervals reflecting AGO4 slicing.

## Materials and methods

### AGO4 protein expression and purification

AGO4 proteins used in this study were expressed in *A. thaliana* or insect cells and purified as detailed in the Supplemental Material. Purified AGO4 proteins were resolved in 4%–20% miniprotean stain-free gels (Bio-Rad) and visualized by Coomassie blue staining or immunoblotting with HRP-conjugated anti-FLAG M2 antibodies (Sigma) or anti-AGO4 polyclonal antibodies (Pikaard laboratory antibody stock no. 18187).

### Analysis of AGO4-bound RNAs

RNAs copurifying with wild-type AGO4 or AGO4-SD from *A. thaliana* were either 5′ end-labeled by [γ-^32^P] ATP and resolved in polyacrylamide gels under denaturing condition or subjected to high-throughput RNA sequencing. Detailed methods for RNA preparation are described in the Supplemental Material.

### RNA oligonucleotide preparation

RNA oligos (Supplemental Table S3) were synthesized by Integrated DNA Technologies (IDT), except for the triphosphorylated oligo used in Figure 4, B and C, which was synthesized by BioSynthesis, Inc. RNA oligos were gel-purified (Nilsen 2013). Purified RNA oligos were either phosphorylated with unlabeled ATP or 5′ end-labeled using [γ-^32^P] ATP (Perkin Elmer) and T4-polynucleotide kinase (New England Biolabs), followed by purification using Performa spin columns (EdgeBio). ^32^P-labeled RNA oligos were gel-purified again to remove degraded RNAs.

### In vitro guide RNA loading and target RNA slicing assay

Immunoprecipitated AGO4 from transgenic *A. thaliana* or partially purified AGO4 from insect cells (detailed in the Supplemental Material) were incubated with 40 nM unlabeled phosphorylated guide RNA in 20 µL of reaction buffer (100 mM potassium acetate, 25 mM HEPES-KOH at pH 7.4, 5 mM magnesium acetate, 10% glycerol, 0.01% Igepal, 0.5 mM DTT, 1 mM PMSF) for 1 h at room temperature to allow guide RNA incorporation into AGO4. One microliter of ∼1000 cpm/µL ^32^P-phosphorylated target RNA and 1 µg of yeast tRNA (Thermo Fisher Scientific) were added to each reaction. After 1 h of incubation at room temperature, reactions were quenched by adding 200 µL of stop solution (300 mM NaOAc, 7 M urea). RNAs were extracted by 200 µL of phenol/chloroform/isoamyl alcohol, ethanol-precipitated, resuspended in 1× formamide loading buffer (40% deionized formamide, 0.5 mg/mL xylene cyanol, 0.5 mg/mL bromophenol blue, 5 mM EDTA at pH 8.0), resolved in 15% polyacrylamide gels containing 7 M urea, and visualized by phosphorimaging.

### Small RNA sequencing and data analyses

RNAs coimmunoprecipitating with AGO4 in inflorescence tissues were purified and used to generate small RNA sequencing libraries using Illumina's TruSeq small RNA library preparation kit. The cDNA libraries were single-end-sequenced using an Illumina NextSeq500 platform. The 3′ adapter sequences were removed using Cutadapt v1.18 (Martin 2011) with the following options: -a TGGAATTC –discard-untrimmed -e 0 -m 8 -O 8. Trimmed reads were aligned to the *A. thaliana* TAIR10 genome using ShortStack v3.8 (Johnson et al. 2016), allowing no more than two mismatches. The alignment files were loaded in JBrowse configured with “small RNA plug-in” (Hofmeister and Schmitz 2018) with modifications to allow customized small RNA alignment visualization. Sequence logos were prepared using WebLogo 3.6 (Crooks et al. 2004). Heat maps for siRNA loci where 24-nt siRNAs are the predominant class were clustered by complete linkage with Euclidean distances calculated. Detailed methods for in silico small RNA duplex reconstitution are in the Supplemental Material.

### Whole-genome bisulfite sequencing and methylome data analysis

Genomic DNA was extracted from inflorescence tissues using a Nucleon Phytopure DNA extraction kit (Cytiva). Whole-genome bisulfite sequencing libraries for two biological replicates of each genotype were prepared using Perkin Elmer's Nextflex bisulfite-seq kit with ∼500 ng of fragmented genomic DNA. Unmethylated cytosines in the adapter-ligated DNA were chemically converted by EZ DNA Methylation-Gold kit (Zymo Research Corp.). The CT-converted products were purified and subjected to 12 cycles of PCR amplification before single-end sequencing using an Illumina NextSeq500 platform.

To analyze the whole-genome bisulfite sequencing data, 3′ adapter sequences were first removed by Cutadapt v1.18 (Martin 2011) with the following options: -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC -m 15 -q 20. Trimmed reads were aligned to the *Arabidopsis* TAIR10 genome using bsmap2 (Xi and Li 2009) with the following options: *-*w 100 -n 1 -p 3 -v 0.08. The *Arabidopsis* genome sequence was binned into 100-nt windows, with CG, CHG, and CHH (where H represents any nucleotide except G) methylation rate calculated for each window. To avoid regions with low sequencing coverage, only bins with at least four cytosines that were each covered by no less than four reads were included in the analysis. Bins that had at least 10% less CHH methylation in two independent replicates of *ago4-4* compared with two independent replicates of wild-type plants were defined as differentially methylated bins. Differentially methylated bins within 200 bp from each other were then merged into differentially methylated regions (DMRs).

### Data availability

AGO4 immunoprecipitated RNA sequencing and whole-genome bisulfite sequencing data sets have been deposited at GEO with accession number GSE201235. In-house scripts for these analyses are available at https://github.com/wangfeng3392/small_RNA.

### Additional materials and methods

Additional materials and methods are available in the Supplemental Material.

## Supplementary Material

Supplemental Material

# Supplementary material for: Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention
**Source:** Genes Dev. 2023 Feb 1;37(3-4):103–18. doi: 10.1101/gad.350240.122
**Supplement:** Supplemental Material

Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention — Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention — Supplemental Material 

# Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention

## Supplemental Material

- Supplemental\_Materials\_and\_Methods.docx
- Supplemental\_Figure\_Legends.docx
- Supplemental\_FigS1.pdf
- Supplemental\_FigS2.pdf
- Supplemental\_FigS3.pdf
- Supplemental\_FigS4.pdf
- Supplemental\_FigS5.pdf
- Supplemental\_FigS6.pdf
- Supplemental\_FigS7.pdf
- Supplemental\_TableS1.xlsx
- Supplemental\_TableS2.xlsx
- Supplemental\_TableS3.pdf

# Supplementary material for: Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention
**Source:** Genes Dev. 2023 Feb 1;37(3-4):103–18. doi: 10.1101/gad.350240.122
**Supplement:** Supplemental Material

**Supplemental Materials and Methods**

**AGO4 immunoprecipitation from transgenic Arabidopsis plants**

AGO4 proteins were immunoprecipitated from inflorescence tissues of transgenic *A. thaliana* plants*,* ecotype Wassilewskija (Ws), stably expressing FLAG-tagged wild-type AGO4 or slicing-defective AGO4-SD in the *ago4-4* mutant background. One gram of inflorescence tissue was ground to fine powder in liquid nitrogen and resuspended in 6 mL extraction buffer [50 mM Tris-HCl (pH 7.9), 75 mM sodium chloride, 5 mM magnesium chloride, 10% glycerol, 0.5% IGEPAL, 1 mM DTT, 1 mM PMSF and 1X plant protease inhibitor mix (Millipore Sigma)]. The homogenate was subjected to centrifugation at 16,000 g for 20 minutes at 4 ˚C. The supernatant was collected, filtered through a CellTrics 30 um strainer (Sysmex), and subjected to a second round of centrifugation at 16,000 g for 20 minutes at 4˚C. The supernatant was incubated with 50 μL of anti-FLAG M2 agarose resin (Sigma) for 3 hours using a rotating mixer at 4 ˚C, followed by 4 washes, each with 1 mL of extraction buffer without plant protease inhibitors. The resin was resuspended in extraction buffer (without protease inhibitors) to a final volume of 100 μL. For protein analysis, 10 μL of the slurry containing immunoprecipitated AGO4 was boiled at 95 ^o^C for 5 min in SDS sample buffer, resolved on 4-20% Mini-PROTEAN stain-free gels (Bio-Rad), and visualized by Coomassie Blue staining or immunoblotting with HRP-conjugated anti-FLAG M2 antibodies (Sigma) or anti-AGO4 polyclonal antibodies (Pikaard lab antibody stock #: 18187).

**Extraction and analysis of AGO4-bound RNAs**

Copurifying RNAs were released by incubating 50 μL of the slurry prepared as mentioned above at 70 ^o^C for 5 min, precipitated with ethanol, and subjected to 5’ end-labeling with [γ-^32^P] ATP (Perkin Elmer) and T4 polynucleotide kinase (New England Biolabs). The labeled RNAs were passed through Performa Spin Columns (EdgeBio) to remove unincorporated radioactive ribonucleotides, resolved by polyacrylamide gel under denaturing condition (containing 7 M urea), and visualized by autoradiography. For small RNA sequencing, 25 μL of the slurry containing immunoprecipitated AGO4 was treated with 0.8 unit of proteinase K (New England BioLabs) followed by RNA extraction using TE saturated phenol/chloroform/isoamyl alcohol (pH 4.5). The RNA in the aqueous phase was ethanol precipitated, washed with 70% ethanol, and resuspended in nuclease-free water. The extracted RNAs were then used for high-throughput small RNA-seq library preparation.

**Computational reconstitution of small RNA duplexes**

Pairing patterns among siRNAs were analyzed using an in-house Python script. First, identical small RNAs aligning to the same genomic location were condensed into one sequence. Then, all possible pairs of 24 nt and 23 nt siRNAs that overlap in opposite orientation were analyzed. The distance from the 5’ end of a 5’A-bearing 24 nt siRNA to the 3’ end of the paired 23 nt siRNA (defined as 5’ to 3’ registry) for all 24/23 nt siRNA pairs was calculated and the frequencies of all possible pairing patterns were plotted. The 24/12 nt RNA pairing patterns were analyzed similarly. A simulated small RNA sequencing dataset mimicking the features of the actual small RNA-seq libraries was generated as a control using in-house script. To do so, the read alignment positions were randomized in the simulated libraries, while overall read abundance, read size distribution, and cluster locations were maintained. The simulated dataset was aligned to the *A. thaliana* TAIR10 genome assembly and analyzed in the same way as mentioned above. The in-house scripts for these analyses are available at: https://github.com/wangfeng3392/small_RNA.

***In vitro* slicing assay using immunoprecipitated AGO4 from Arabidopsis plants**

AGO4 was immunoprecipitated from homozygous transgenic lines expressing either FLAG-AGO4 or slicing-defective FLAG-AGO4-SD in the *ago4-4* null mutant background. To prepare AGO4 immunoprecipitation fractions for 8 slicing reactions, two grams of inflorescence tissue was ground to a fine powder in liquid nitrogen and resuspended in 6 mL extraction buffer [400 mM Potassium acetate, 25 mM HEPES-KOH (pH 7.4), 5 mM Magnesium acetate, 10% glycerol, 0.1% IGEPAL, 0.5 mM DTT, 1 mM PMSF and 1X plant protease inhibitor mix (Sigma)]. The homogenate was subjected to centrifugation at 16,000 g for 20 minutes at 4 ˚C. The supernatant was collected, filtered through CellTrics 30 um (Sysmex), and subjected to a second round of centrifugation at 16,000 g for 20 minutes at 4˚C.

FLAG antibody-conjugated Dynabeads for 8 reactions were prepared with the following method: 64 µL Protein G-conjugated Dynabeads (Thermo Fisher Scientific) were incubated with 16 µL monoclonal anti-FLAG M2 antibody (F1804, Millipore Sigma) for no less than 30 minutes at room temperature, or overnight at 4 ˚C. Excess antibody was removed by pulling down Dynabeads using a DynaMag magnet (Thermo Fisher Scientific). The supernatant was discarded, and the beads were washed 3 times with 1 mL extraction buffer [400 mM Potassium acetate, 25 mM HEPES-KOH (pH 7.4), 5 mM Magnesium acetate, 10% glycerol, 0.1% IGEPAL, 0.5 mM DTT, 1 mM PMSF and 1X plant protease inhibitor mix (Sigma)]. To precipitate AGO4 proteins, antibody-conjugated beads were incubated with clarified lysate for 2 hours at 4 ˚C with constant rotation. After removing the lysate, the beads were washed three times with wash buffer [600 mM Potassium acetate, 25 mM HEPES-KOH (pH 7.4), 5 mM Magnesium acetate, 10% glycerol, 0.1% IGEPAL, 1 mM PMSF], and then washed once with reaction buffer [100 mM Potassium acetate, 25 mM HEPES-KOH (pH 7.4), 5 mM Magnesium acetate, 10% glycerol, 0.01% IGEPAL, and 1 mM PMSF]. For each wash, the beads were resuspended by pipetting up and down followed by rotating for 5 minutes at 4 ˚C. The beads were then pulled down using the DynaMag magnet, resuspended in 160 µL reaction buffer containing 1 unit/μL RiboLock RNase Inhibitor (Thermo Fisher), and evenly aliquoted to 8 tubes.

Non-radioactive phosphorylated guide RNA was added to AGO4 loading reactions to a final concentration at 40 nM. The reactions were incubated at room temperature for 1 hour with constant rotation. The beads were then magnet-precipitated and washed three times with reaction buffer to remove unbound guide RNAs. The beads were then resuspended in 20 μL reaction buffer containing 1 unit/μL RiboLock RNase Inhibitor (Thermo Fisher), ^32^P-phosphorylated target RNA (~1000 CPM per reaction), and 1 µg yeast tRNAs (Thermo Fisher Scientific). The reactions were further incubated for 1 hour at room temperature with constant rotation. After incubation, Dynabeads were magnet-precipitated. The supernatant fraction was transferred to a fresh tube. The beads were subject to 3 washes with reaction buffer followed by magnet-precipitation (the bead fraction). The reactions in both supernatant and bead fractions were quenched by adding 200 µL of stop solution (300 mM sodium acetate and 7M urea). RNAs were extracted with 200 µL phenol/chloroform/isoamyl alcohol followed by ethanol precipitation. The resulted RNA pellets were washed once with 70% ethanol, allowed to dry, and resuspended with 1X formamide loading buffer [40% deionized formamide, 0.5 mg/mL xylene cyanol, 0.5 mg/ml bromophenol blue, and 5 mM EDTA (pH 8.0)]. The resuspended RNA samples were then denatured at 95 ˚C and resolved in a 15% polyacrylamide gel containing 7M urea by electrophoresis with a constant wattage of 50 W. The gels were dried and visualized by phosphorimaging.

**Recombinant AGO4 expression and purification**

Codon-optimized N-terminal FLAG-tagged AGO4 or slicing-defective AGO4-SD (with mutations D660A, D742A, and H874A) were first sub-cloned into SUMOstar Insect Intracellular Vector (LifeSensors), and then transformed into *E. coli* strain DH10Bac to generate bacmid DNA. Baculovirus was prepared as previously described (Fitzgerald et al., 2006) except that Sf9 cells cultured in Sf-900 II serum-free media (Thermo Fisher Scientific) was used for virus production. To express recombinant AGO4 and slicing-defective AGO4-SD proteins, 2 L of Sf9 cells with a cell density of approximately 1.5X 10^6^ cells/mL were infected at a multiplicity of infection (MOI) of 2 and further cultured on a shaker at 125 rpm for 48 to 60 hours, at 27 ˚C. Cells were collected by centrifuge at 800 g for 10 minutes, washed once with 1X phosphate buffered saline (PBS) buffer, pelleted again at 800 g for 10 minutes, and flash frozen in liquid nitrogen. All subsequent purification steps were carried out at 4 ˚C. Cell pellets were resuspended in 400 mL ice-cold lysis buffer [400 mM Potassium acetate, 25 mM HEPES-KOH (pH 7.4), 5 mM Magnesium acetate, 10% glycerol, 0.1% IGEPAL, 0.5 mM DTT, 1 mM PMSF and 1X plant protease inhibitor mix (Sigma)]. Cells were disrupted by 8 strokes in a prechilled Dounce Homogenizer. The lysate was clarified by centrifugation at 48,000 g for 45 min followed by immunoprecipitation using 2 mL pre-equilibrated anti-FLAG M2 agarose beads (Sigma) for 2 hours. The beads were subject to 3 washes, each time using 10 mL of wash buffer [400 mM Potassium acetate, 25 mM HEPES-KOH (pH 7.4), 5 mM Magnesium acetate, 10% glycerol, 0.1% IGEPAL, and 1 mM PMSF]. Recombinant AGO4 was eluted 3 times by incubating the beads with 2 mL wash buffer containing 0.5 mg/mL 3X FLAG peptide (APEXBIO) and 20 mM Imidazole. The eluted fraction was further incubated with 0.5 mL of Nickel-NTA agarose beads (Qiagen) for 1 hour. The beads were washed 3 times in the wash buffer containing 40 mM Imidazole. Recombinant AGO4 was eluted 3 times using NiNTA elution buffer [250 mM Imidazole, 400 mM Potassium acetate, 25 mM HEPES-KOH (pH 7.4), 5 mM Magnesium acetate, 10% glycerol, 0.01% IGEPAL, and 1 mM PMSF]. The pooled eluted fraction was dialyzed into storage buffer [150 mM Potassium acetate, 25 mM HEPES-KOH (pH 7.4), 5 mM Magnesium acetate, 10% glycerol, 0.01% IGEPAL, 0.5 mM DTT, 1 mM PMSF], concentrated to ~ 500 ng/µL, divided to 8 µL aliquots, and flash frozen in liquid nitrogen.

***In vitro* slicing using insect cell expressed recombinant AGO4**

Recombinant AGO4 or AGO4-SD (approximately 1 µg each) were incubated with 40 nM of unlabeled phosphorylated guide RNA in 20 µL of reaction buffer containing 1 unit/μL RiboLock RNase Inhibitor (Thermo Fisher) for 1 hour at room temperature to allow guide RNA incorporation into AGO4. 1 µL ^32^P-phosphorylated target RNA (~1000 cpm/µL) and 1 µg yeast tRNA (Thermo Fisher Scientific) was added to each reaction. After 1 hour incubation at room temperature, reactions were quenched by adding 200 µL of stop solution (300 mM NaOAc and 7M urea). RNAs were extracted by 200 µL of phenol/chloroform/isoamyl alcohol, ethanol precipitated, resuspended in 1X formamide loading buffer, resolved in 15% polyacrylamide gels containing 7M urea at a constant wattage of 50 W, and visualized by phosphorimaging.

For the test of guide RNA paired with a 12 nt passenger strand fragment, 1 µM of phosphorylated guide RNA was mixed with 2 µM of phosphorylated 12 nt passenger fragment in 50 µL of annealing buffer [100 mM Potassium acetate, 25 mM HEPES-KOH (pH 7.4), 5 mM Magnesium acetate, and 1 unit/μL RiboLock RNase Inhibitor (Thermo Fisher)] in a microcentrifuge tube. Annealing was achieved by heating the oligonucleotide mixture in a boiling water bath and then allowing the water bath to cool to room temperature. Recombinant AGO4 (approximately 1 µg) was incubated with annealed RNAs containing 40 nM guide-strand and 80 nM 12 nt fragment in 20 µL of reaction buffer containing 1 unit/μL RiboLock RNase Inhibitor (Thermo Fisher) for 1 hour at room temperature to allow RNA incorporation into AGO4. 1 µL ^32^P-phosphorylated target RNA (~1000 cpm/µL) and 1 µg yeast tRNA (Thermo Fisher Scientific) was then added to each reaction. After 1-hour incubation at room temperature, reactions were quenched by adding 200 µL of stop solution (300 mM NaOAc and 7M urea). RNAs were extracted using 200 µL of phenol/chloroform/isoamyl alcohol, ethanol precipitated, resuspended in 1X formamide loading buffer, resolved in 15% polyacrylamide gels containing 7M urea at a constant wattage of 50 W, and visualized by phosphorimaging.

***In vitro* guide RNA loading assay**

To test if guide siRNAs with 5’ A, U, G, and C can be incorporated into AGO4 (Figure 4D), recombinant AGO4 (approximately 1 µg) was incubated with 10 nM ^32^P-phosphorylated guide RNAs in 20 µL of reaction buffer containing 1 unit/μL RiboLock RNase Inhibitor (Thermo Fisher) for 1 hour at room temperature to allow guide RNA loading. AGO4 proteins were then subjected to immunoprecipitation using 8 µL of anti-FLAG antibody-conjugated Dynabeads. Following 1 hour of incubation at room temperature, the beads were magnet-precipitated and washed three times with 0.5 mL wash buffer [600 mM Potassium acetate, 25 mM HEPES-KOH (pH 7.4), 5 mM Magnesium acetate, 10% glycerol, 0.1% IGEPAL, 0.5 mM DTT, and 1 mM PMSF]. Reactions were quenched by adding 200 µL of stop solution (300 mM NaOAc and 7M urea). RNA was extracted by 200 µL phenol/chloroform/isoamyl alcohol, ethanol precipitated, resuspended in 1x formamide loading buffer, and subject to electrophoresis in 15% polyacrylamide gels containing 7M urea at a constant wattage of 50 W. The gels were dried and visualized by phosphorimaging. For competition assays, cold phosphorylated guide RNA was mixed with ^32^P-phosphorylated guide RNA that contains a 5’ adenosine. The mixed RNA was then subjected to AGO4 loading, immunoprecipitation, and electrophoresis as described above.

**RNA blot analysis**

Recombinant AGO4 or AGO4-SD (approximately 1 µg each) was incubated with 40 nM of guide siRNA, having either 5’ monophosphate, 5’ hydroxyl, or 5’ triphosphate groups, in 20 µL of reaction buffer containing 1 unit/μL RiboLock RNase Inhibitor (Thermo Fisher) for 1 hour at room temperature. AGO4-siRNA complexes were immunoprecipitated by incubating with 8 µL of FLAG antibody-conjugated Dynabeads for 2 hours at 4 ˚C. The beads were then washed twice with 0.5 mL of wash buffer. Reactions were quenched by adding 200 µL of stop solution containing 300 mM NaOAc and 7M Urea to the beads. RNAs were extracted by 200 µL phenol/chloroform/isoamyl alcohol, ethanol precipitated, resuspended in 1X formamide loading buffer, and resolved in a 15% polyacrylamide gel containing 7M urea. RNAs were then transferred to a nylon membrane (Amersham Hybond N+) using 0.5X TBE buffer in a semi-dry blotter (Bio-Rad) at constant voltage of 20 V for 45 minutes. The RNA was then chemically crosslinked to the membrane with 31 mg/mL of 1-ethyl-3-(3-dimethylaminopropyl)-carbodiimide (EDC) for 2 hours at 60 ˚C. The membrane was washed 5 times with water, followed by prehybridization using PerfectHyb Plus buffer (Sigma) containing 100 µg /mL sheared salmon sperm DNA (Ambion) at 42 ˚C for 1 hour. The membrane was then hybridized to 1 µM 5’-end ^32^P-labeled DNA probe overnight in PerfectHyb Plus buffer containing 100 µg /mL sheared salmon sperm DNA at 42 ˚C. Following hybridization, the membrane was washed twice with non-stringent RNA blot wash buffer [3x SSC, 25 mM NaH_2_PO_4_ (pH 7.5), and 5% SDS] at 50 ˚C for 10 minutes, twice with non-stringent RNA blot wash buffer at 50 ˚C for 30 minutes, followed by one wash with stringent RNA blot wash buffer (1X SSC and 1% SDS) at 50 ˚C for 5 minutes. The membrane was analyzed by phosphorimaging.

# Supplementary material for: Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention
**Source:** Genes Dev. 2023 Feb 1;37(3-4):103–18. doi: 10.1101/gad.350240.122
**Supplement:** Supplemental Material

**Supplemental Figure Legends**

**Supplemental Figure S1. Relative abundance of 23 and 24 nt RNAs associated with AGO4 or in the total small RNA pool. Related to Figures 2A and 2B.**

**A.** AGO4 and AGO4-SD protein levels in transgenic *A. thaliana* lines. For each line,100 mg of 10-day-old seedling tissue was ground into fine powder in liquid nitrogen then resuspended in 200 μL of 2X SDS-PAGE sample buffer. 30 μL of each sample was then loaded onto a 4-20% SDS-PAGE gel, resolved by electrophoresis and subjected to immunoblotting. Anti-FLAG antibody (A8592) was used to detect FLAG-tagged AGO4 or AGO4-SD proteins. Histone H3 proteins were detected using anti-Histone H3 antibody (ab21054).

**B.** Relative abundance of 23 nt and 24 nt siRNAs co-immunoprecipitated with wild-type AGO4 or slicing-defective AGO4-SD at loci at which 24 nt siRNAs predominate. Boxplots show medians (horizontal lines), 1st–3rd quartile range (boxes), other data extending to 1.5 times the interquartile range (whiskers), and outliers for two independent replicates.

**C**. Relative abundance of 23 nt and 24 nt siRNAs in the pool of total RNAs purified from inflorescence tissues. Total RNAs were extracted from stable transgenic lines expressing wild-type or slicing-defective AGO4 in the *ago4-4* null mutant background. Results of three independent replicates are shown.

**Supplemental Figure S2. Sequence features of AGO4-associated small RNAs. Related to Figures 2A and 2B.**

**A**. Sequence logos for 22-26 nt small RNAs that co-immunoprecipitated with wild-type AGO4.

**B**. Sequence logos for 22-26 nt small RNAs that co-immunoprecipitated with slicing-defective AGO4-SD.

**C**. Genome mismatch frequency for each nucleotide position of 22-26 nt small RNAs that co-immunoprecipitated (IPed) with wild-type AGO4 or slicing-defective AGO4-SD or the mock IP control.

**Supplemental Figure S3. Computational reconstruction of 24/23 or 24/24 siRNA duplexes associated with slicing-defective AGO4. Related to Figures 2C and 2D.**

**A**. Computational strategy for prediction of AGO4-bound siRNA duplexes. RNAs associated with slicing-defective AGO4, thus representing both guide and passenger strands, were tested for optimal basepairing alignments. For 24 nt and 23 nt siRNAs that overlap with at least 1 nucleotide of complementarity, the 5’ to 3’ registry is defined as the distance from the 5’ nucleotide of the top strand to the 3’ nucleotide of the bottom strand. The frequency of every possible 5’ to 3’ registry in the population of all observed 24/23 nt pairs was calculated.

**B**. Predicted pairing frequencies represented by the possible 5’ to 3’ registries for 24/23 nt siRNA pairs. The most highly represented pairing pattern is illustrated at the bottom of the panel.

**C**. Predicted pairing frequencies represented by the possible 5’ to 3’ registries for 24/24 nt siRNA pairs in AGO4-SD and wild-type AGO4. The most highly represented pairing pattern for 24 nt RNAs copurifying with slicing-defective AGO4 is illustrated at the bottom of the panel.

**Supplemental Figure S4. Comparison of the human AGO2 structure to the predicted structures for *A. thaliana* AGO1 and AGO4 in the region near the guide strand RNA’s 3’ end. Related to Figure 3C.**

A. Crystal structure for human AGO2 in association with miR20 (PDB: 4F3T) and AlphaFold-predicted structures for *A. thaliana* AGO1 and AGO4. An extended β hairpin and positively charged disordered loop in the predicted structure of AGO4 is highlighted.

B. Sequence comparisons of predicted motifs predicted to be in proximity to guide strand RNA 3’ ends are shown for the ten A*. thaliana* AGO proteins and human AGO2. Residues are color-coded based on degree of conservation, with warmer colors representing higher conservation.

**Supplemental Figure S5. Comparison of the AGO1 phosphate binding pocket for the guide strand’s 5’ end to the equivalent structure predicted for AGO4. Related to Figure 4B and 4C.**

A. The MID domain of *Arabidopsis* AGO4 predicted using AlphaFold is superimposed onto the crystal structure for the *Arabidopsis* AGO1 MID domain in complex with the phosphate group of Adenosine monophosphate (PDB: 4G0Y). Residues in AGO1 predicted to contact the 5’ phosphate are highlighted. Predicted hydrogen bonds are denoted by dashed lines. The nucleotide specificity loop is denoted by a dashed circle. The numbering of highlighted amino acids is based on the *Arabidopsis* AGO1 sequence.

B. Sequence comparison of the predicted phosphate-binding pocket in the ten *A. thaliana* AGO proteins and human AGO2. Key residues predicted to contact the 5’ terminal phosphate are highlighted. Residues are color-coded based on conservation, with warmer color represents more highly conserved sequences.

**Supplemental Figure S6. Competition assays testing whether the 5’ terminal nucleotide of 24 nt guide RNAs affects AGO4 binding. Related to Figures 4D and 4E.**

FLAG-tagged AGO4 binding to a ^32^P end-labeled 24 nt siRNA beginning with a 5’ A was carried out in the presence of increasing concentrations of unlabeled phosphorylated 24 nt siRNAs that begin with 5’ A, U, G, or C but are otherwise identical in sequence. AGO4 was then affinity captured and associated RNAs were resolved by denaturing PAGE and autoradiography.

**Supplemental Figure S7. Influence of AGO4 slicing activity on CHH, CHG, and CG methylation at transposable elements**

Arabidopsis short TEs (1-2 kb) and long TEs (>4kb) that overlap with AGO4-dependent DMRs were aligned at their 5’ and 3’ ends. Average cytosine methylation for all cytosines within 50 bp intervals in TE bodies and 2 kb upstream and downstream flanking regions is plotted.

**Supplemental Table S1. Genomic positions for AGO4-associated RNA clusters**

**Supplemental Table S2. CHH methylation ratios at AGO4 Differentially Methylated Regions (DMRs)**

**Supplemental Table S3. Oligonucleotides used in the study**

# Supplementary material for: Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention
**Source:** Genes Dev. 2023 Feb 1;37(3-4):103–18. doi: 10.1101/gad.350240.122

A. AGO4 and AGO4-SD protein levels in transgenic *A. thaliana* lines

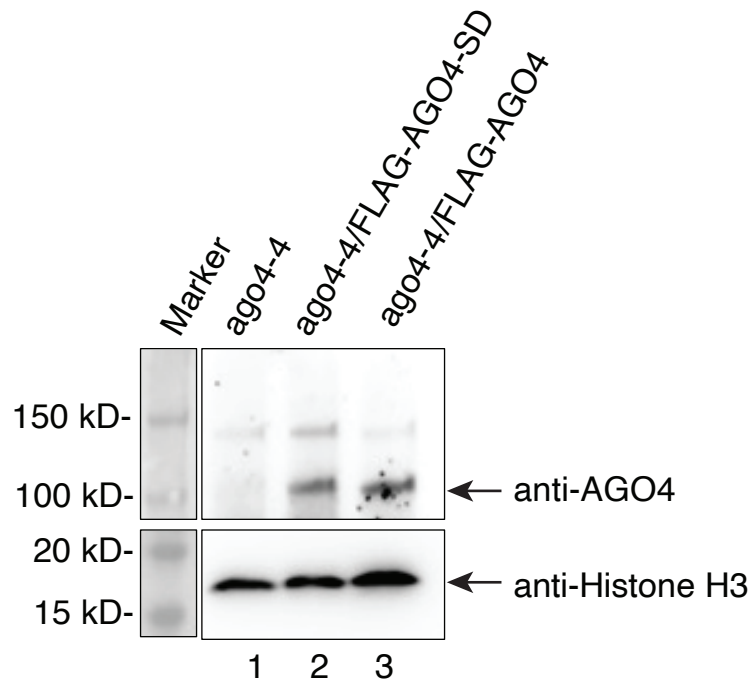

B. Relative abundance of AGO4-associated small RNAs

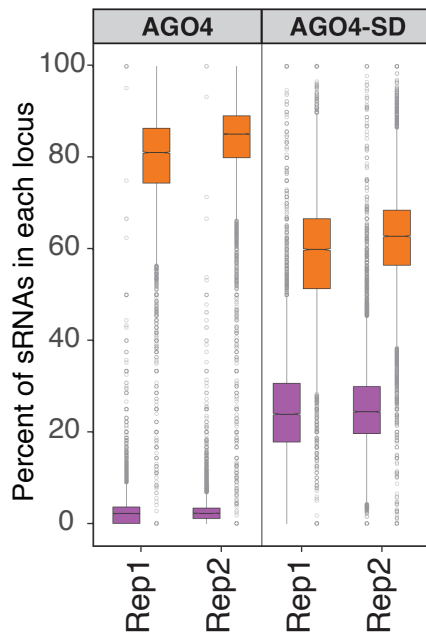

C. Relative abundance of total small RNAs

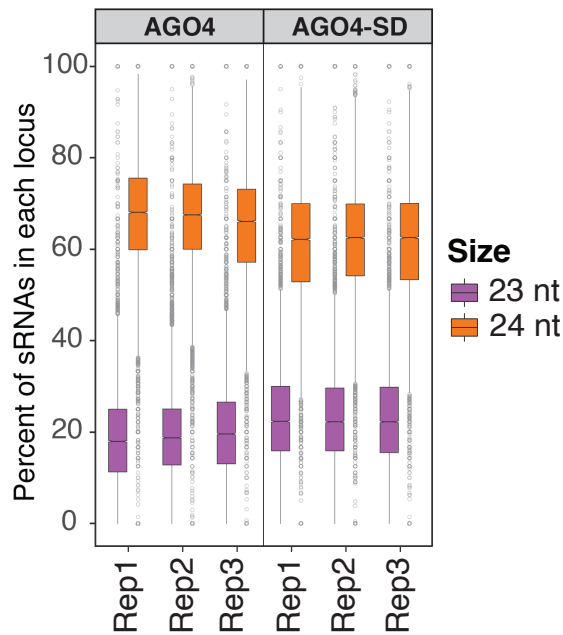

**Supplement:** Supplemental Material

# Supplementary material for: Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention
**Source:** Genes Dev. 2023 Feb 1;37(3-4):103–18. doi: 10.1101/gad.350240.122

A. Sequence logos for sRNAs associated with AGO4

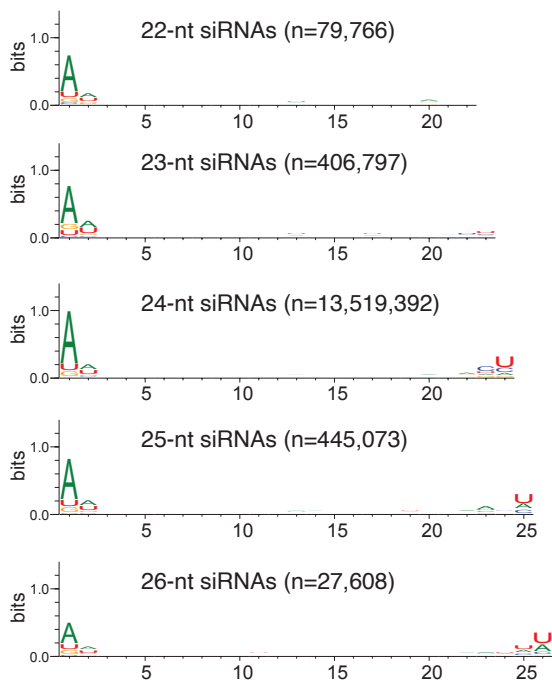

B. Sequence logos for sRNAs associated with slicing-defective AGO4

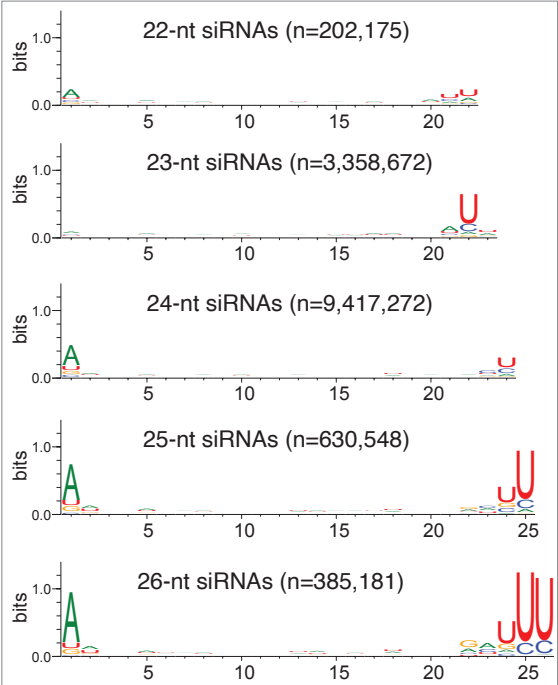

C. Mismatch rate (%) at each nucleotide position of 20-26 nt RNAs

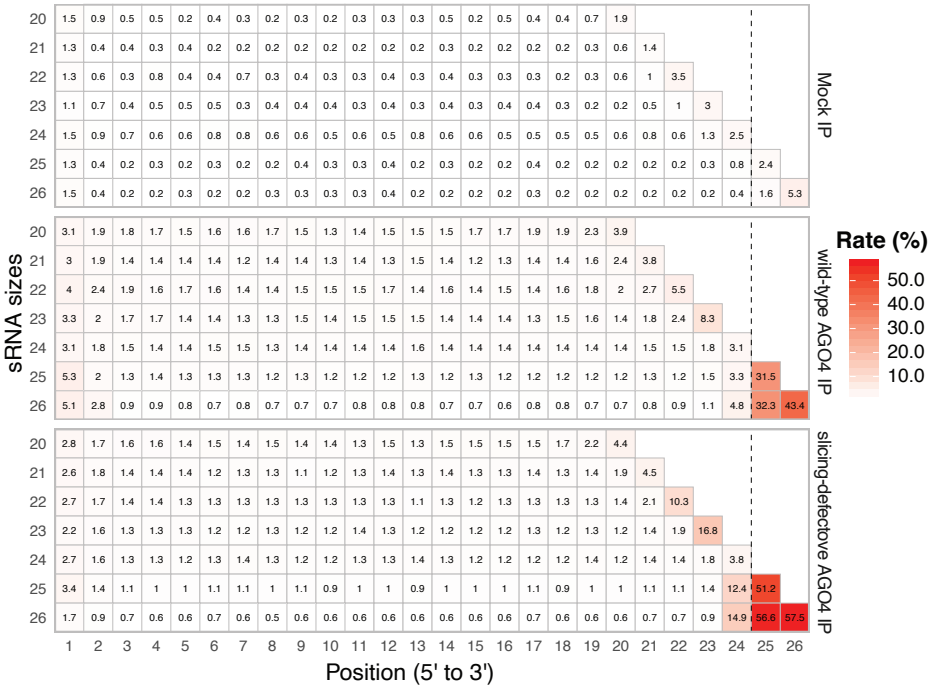

**Supplement:** Supplemental Material

# Supplementary material for: Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention
**Source:** Genes Dev. 2023 Feb 1;37(3-4):103–18. doi: 10.1101/gad.350240.122

A. Computational strategy for optimal pairing analyses

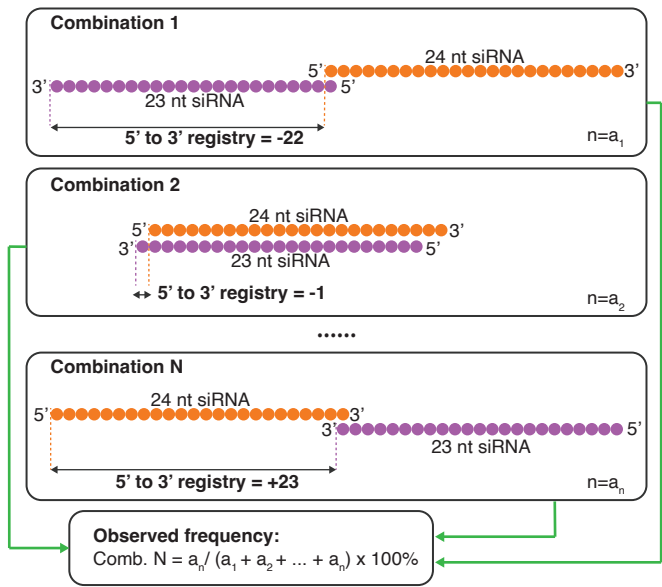

C. Predicted pairing among AGO4-associated 24 nt RNAs

AGO4-SD   wt AGO4

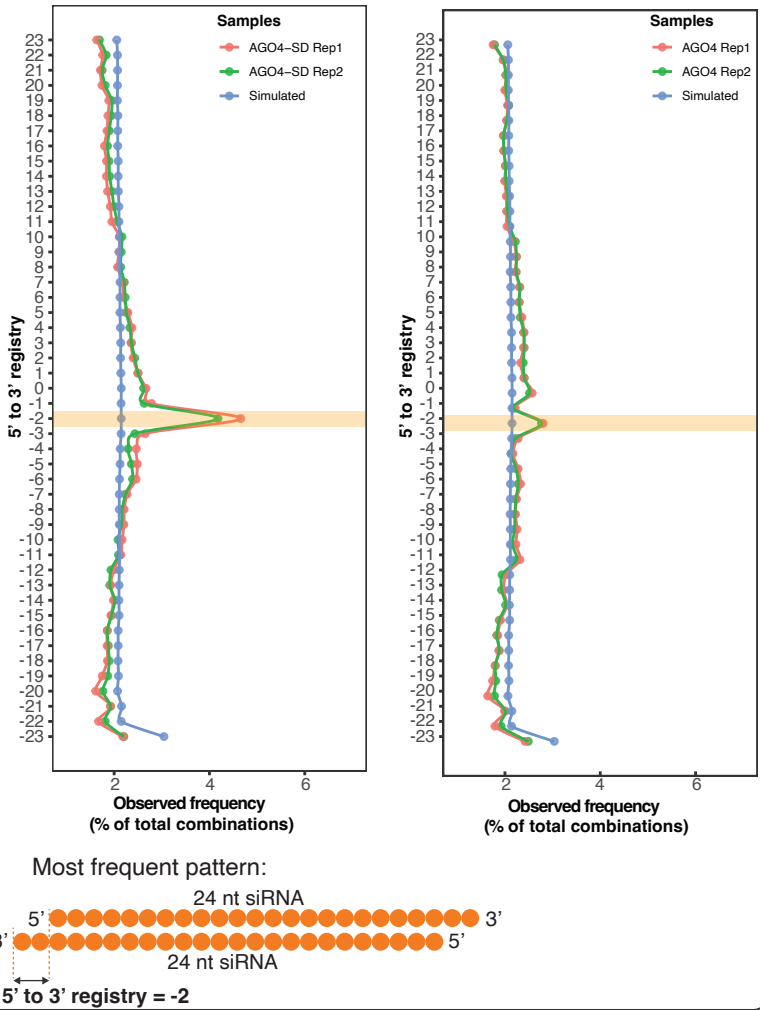

B. Predicted pairing among 24 nt and 23 nt RNAs co-purifying with slicing-defective AGO4

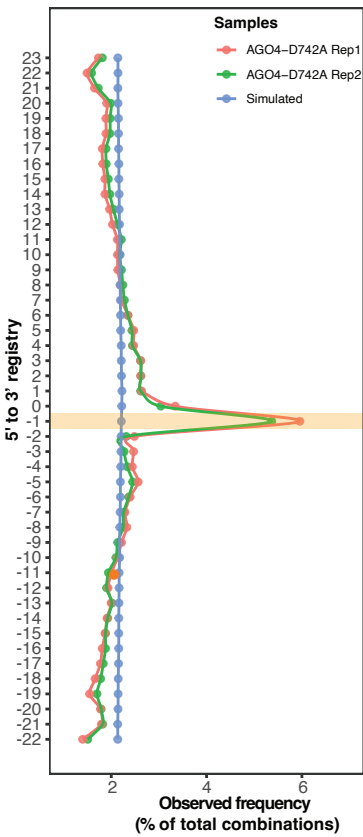

Most frequent pattern:

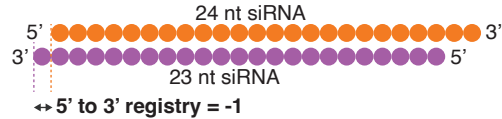

**Supplement:** Supplemental Material

# Supplementary material for: Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention
**Source:** Genes Dev. 2023 Feb 1;37(3-4):103–18. doi: 10.1101/gad.350240.122

A. The structure of human AGO2 loaded with miR20 determined by crystallography and predicted structures of Arabidopsis AGO1 and AGO4

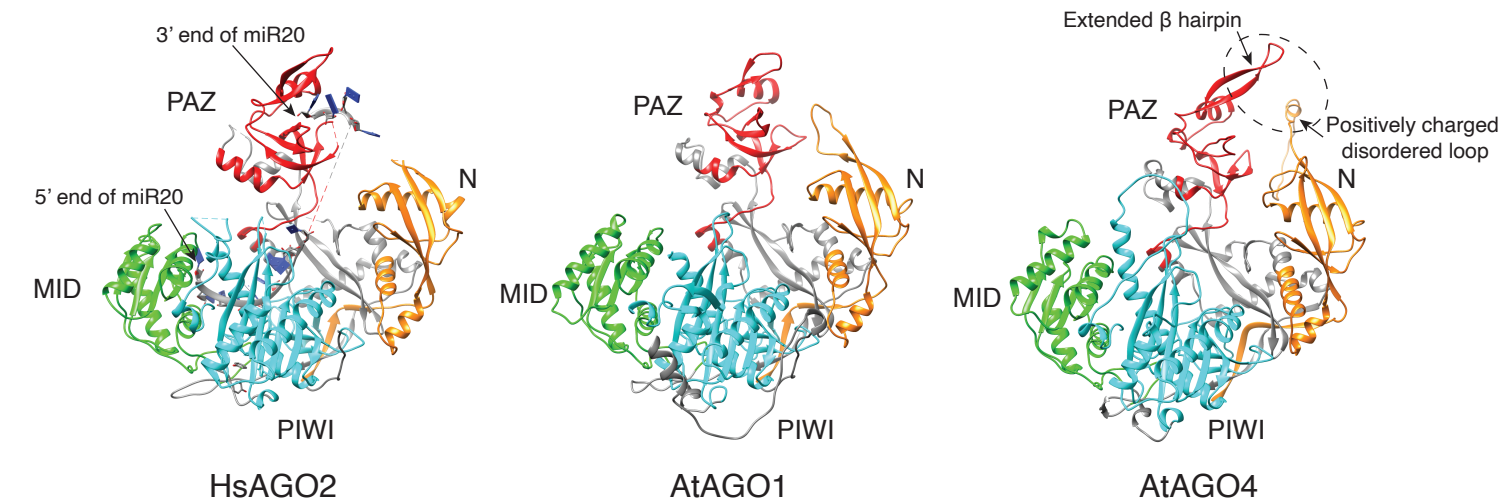

B. Sequence comparison of predicted motifs in proximal to the 3' end of guide-strand RNA

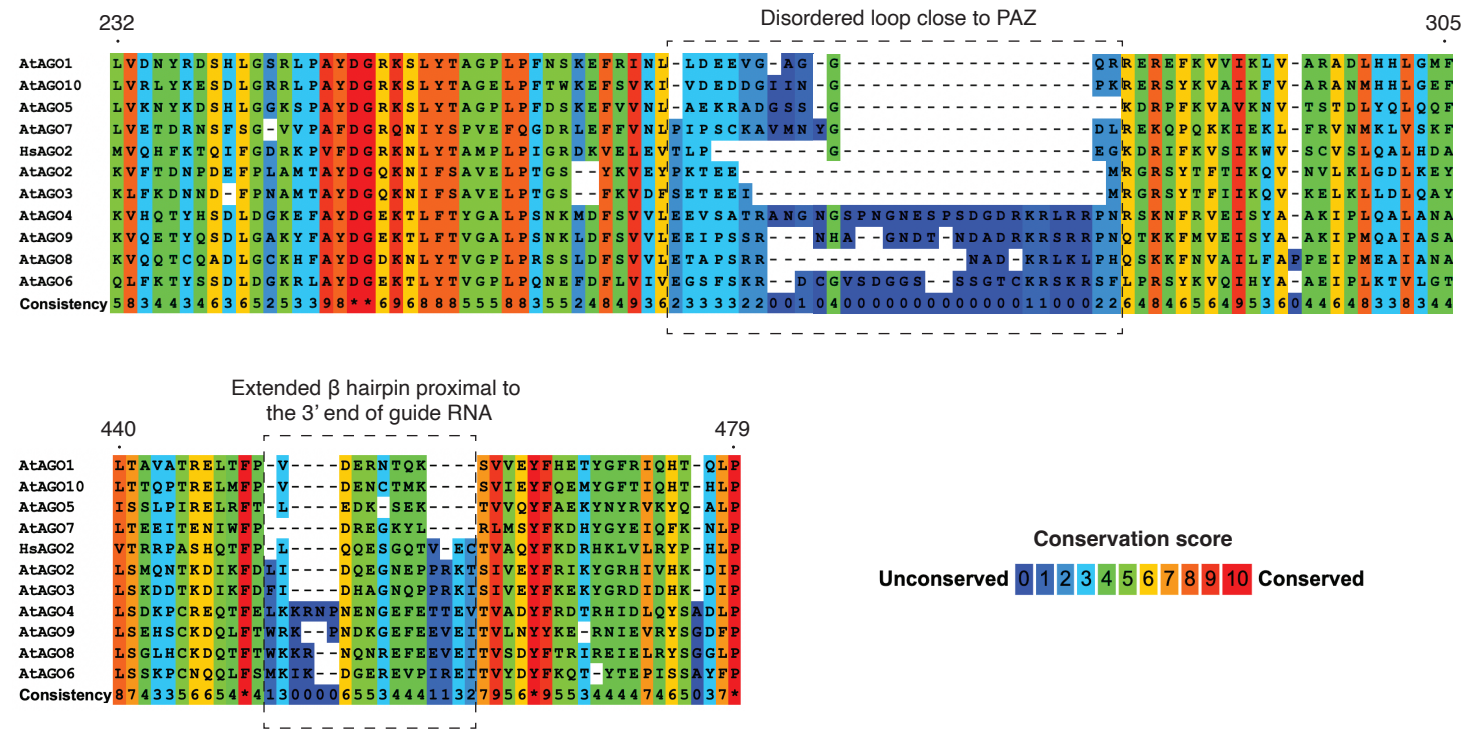

**Supplement:** Supplemental Material

# Supplementary material for: Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention
**Source:** Genes Dev. 2023 Feb 1;37(3-4):103–18. doi: 10.1101/gad.350240.122
**Supplement:** Supplemental Material

A. Predicted AGO4 MID domain structure superimposed onto the known structure for the AGO1 MID domain binding an AMP molecule

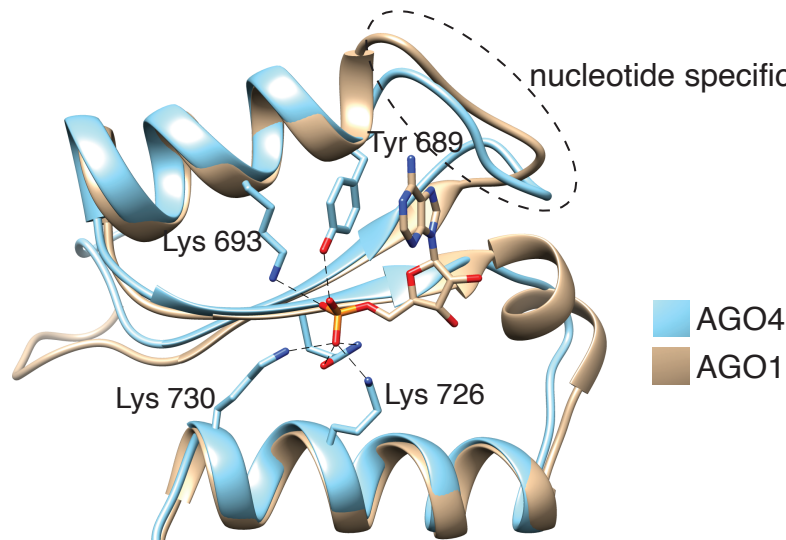

B. Sequence alignments for predicted phosphate-binding pockets of AGO MID domains

	689										693																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																													
AtAGO1	ATS	-	KLS	Q	G	K		E	I	D	L	L	V	I	L	P	D	-	N	N	G	S	L	Y	G	D		L	K	R	I	C	E	T	E	L	G		I	V	S	Q	C	C	L	T	K	H																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																								
AtAGO10	SMN	-	K	-	T	K	G		E	L	E	L	L	A	I	L	P	D	-	N	N	G	S	L	Y	G	D		L	K	R	I	C	E	T	E	L	G		L	I	S	Q	C	C	L	T	K	H																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																							
AtAGO5	----	K	R	A	P	G	-		-	L	Q	L	L	V	I	L	P	D	-	V	T	G	S	-	Y	G	K		I	K	R	I	C	E	T	E	L	G		I	V	S	Q	C	C	Q	P	R	Q																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																							
AtAGO7	L	K	E	I	Q	R	A	A	S	N		N	L	Q	L	I	I	C	V	M	E		K	-	K	H	K	G	-	Y	G	D		L	K	R	I	S	E	T	R	I	G		V	V	T	Q	C	C	L	Y	P	N																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																		
HsAGO2	-----	Y	A	G	-		-	L	Q	L	V	V	V	I	L	P		G	-	K	T	-	P	V	Y	A	E		V	K	R	V	G	D	T	V	L	G		M	A	T	Q	C	V	Q	M	K	N																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																							
AtAGO2	AS	-	-	R	K	H	G	G	A		R	P	T	L	V	L	C	A	M	S		R	-	K	D	D	G	-	Y	K	T		L	K	W	I	A	E	T	K	L	G		L	V	T	Q	C	F	L	T	G	P																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																			
AtAGO3	AS	-	-	H	N	H	G	G	A		C	P	T	L	V	L	C	A	M	T		G	-	K	H	D	G	-	Y	K	T		L	K	W	I	A	E	T	K	L	G		L	V	T	Q	C	F	L	T	I	S																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																			
AtAGO4	-----	L	P	G	-		V	P	Q	F	I	L	C	V	L	P		D	K	N	S	D	L	Y	G	P		W	K	K	K	N	L	T	E	F	G		I	V	T	Q	C	M	A	P	T	R																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																								
AtAGO9	-----	L	P	K	-		P	P	L	F	L	L	C	I	L	A		E	R	K	N	S	D	V	Y	G	P		W	K	K	K	N	L	V	D	L	G		I	V	T	Q	C	I	A	P	T	R																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																							
AtAGO8	-----	L	G	E	V		P	P	K	F	L	L	C	I	L	-		E	K	K	N	S	D	V	Y	-	-		-	E	K	S	C	S	M	W	N		-	-	C	E	C	I	V	P	P	Q																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																								
AtAGO6	-----	F	P	D	-		P	P	H	F	I	L	C	I	L	P		E	R	K	T	S	D	I	Y	G	P		W	K	K	I	C	L	T	E	E	G		I	H	T	Q	C	I	C	P	I	K																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																							
Consistency	100010	3451		244788	6784		5065453	*53		4856448	558		6579	*	44434																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																																									</

	726																	730																																	
AtAGO1	V	F	K	--	M	S	K	Q	Y	M	A	N	V	A	L	K	I	N	V	K	V	G	G	R	N	T	V	L	V	D	A	L	S	R	R	I	P	-	-	L	V	S	D	R	P	T	I	I			
AtAGO10	V	F	K	--	I	S	K	Q	Y	L	A	N	V	S	L	K	I	N	V	K	M	G	G	R	N	T	V	L	V	D	A	I	S	C	R	I	P	-	-	L	V	S	D	I	P	T	I	I			
AtAGO5	V	N	K	--	L	N	K	Q	Y	M	E	N	V	A	L	K	I	N	V	K	T	G	G	R	N	T	V	L	N	D	A	I	R	R	N	I	P	-	-	L	I	T	D	R	P	T	I	I			
AtAGO7	I	T	K	--	L	S	S	Q	F	V	S	N	L	A	L	K	I	N	A	K	I	G	G	S	M	T	E	L	Y	N	S	I	P	S	H	I	P	R	L	L	R	P	D	E	P	V	I	F			
HsAGO2	V	Q	R	--	T	T	P	Q	T	L	S	N	L	C	L	K	I	N	V	K	L	G	G	V	N	N	I	L	L	P	--	Q	G	R	P	P	-	-	-	V	F	Q	Q	P	V	I	F				
AtAGO2	A	T	K	G	--	G	D	Q	Y	R	A	N	L	A	L	K	M	N	A	K	V	G	G	S	N	V	E	L	M	D	T	--	F	S	F	F	K	-	-	-	K	E	D	E	V	M	F				
AtAGO3	A	I	K	G	E	T	V	S	D	Q	Y	L	A	N	L	A	L	K	I	N	A	K	V	G	G	T	N	V	E	L	V	D	N	I	F	S	F	F	K	-	-	-	K	E	D	K	V	M	F		
AtAGO4	Q	--	--	--	P	N	D	Q	Y	L	T	N	L	L	L	K	I	N	A	K	L	G	G	L	N	S	M	L	S	V	E	R	T	P	A	F	T	-	-	V	I	S	K	V	P	T	I	I			
AtAGO9	L	--	--	--	N	D	Q	Y	L	T	N	V	L	L	K	I	N	A	K	L	G	G	L	N	S	L	L	A	M	E	R	S	P	A	M	P	-	-	K	V	T	Q	V	P	T	I	I				
AtAGO8	N	--	--	--	L	N	D	Q	Y	L	T	N	L	L	L	K	I	N	A	K	L	G	G	L	N	S	V	L	D	M	E	L	S	G	T	M	P	-	-	L	V	M	R	V	P	T	I	I			
AtAGO6	I	--	--	--	S	D	Q	Y	L	T	N	V	L	L	K	I	N	S	K	L	G	G	I	N	S	L	L	G	I	E	Y	S	N	I	P	-	-	L	I	N	K	I	P	T	L	I					
Consistency	5	1	3	0	0	2	6	5	*	8	7	6	*	7	5	*	9	*	6	*	7	*	*	4	8	5	5	*	3	3	4	3	4	3	3	5	6	0	0	3	4	4	5	3	7	7	8	7			

Conservation score

Unconserved 0 1 2 3 4 5 6 7 8 9 10 Conserved

# Supplementary material for: Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention
**Source:** Genes Dev. 2023 Feb 1;37(3-4):103–18. doi: 10.1101/gad.350240.122

Influence of AGO4 slicing activity on CHH, CHG and CG methylation at transposable elements

A. Short TEs (1-2 kb)

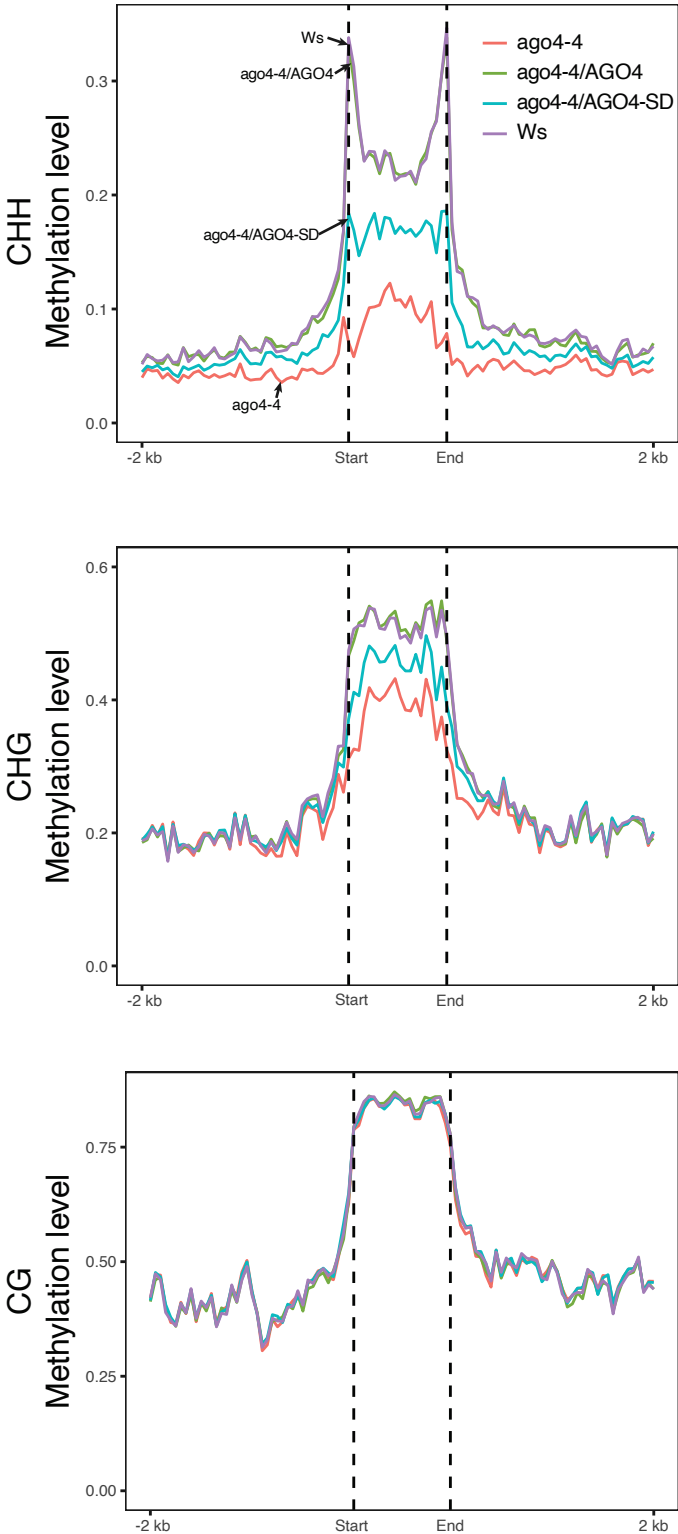

B. Long TEs (> 4 kb)

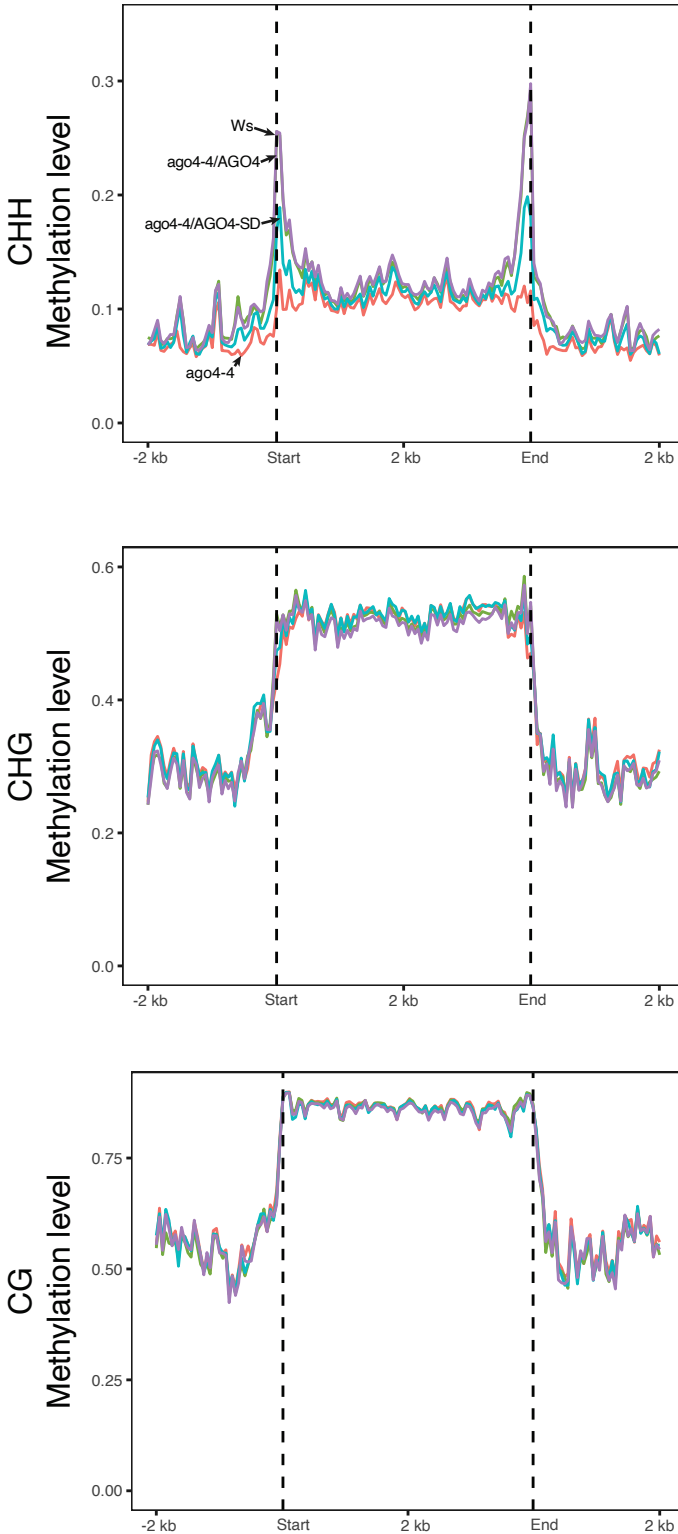

**Supplement:** Supplemental Material

# Supplementary material for: Enzymatic reactions of AGO4 in RNA-directed DNA methylation: siRNA duplex loading, passenger strand elimination, target RNA slicing, and sliced target retention
**Source:** Genes Dev. 2023 Feb 1;37(3-4):103–18. doi: 10.1101/gad.350240.122
**Supplement:** Supplemental Material

Table S3. Oligonucleotides used in the study

Name	Sequences (5' to 3')	Where the oligo was used
23 nt target RNA	rGrGrCrArUrGrGrArUrGrArArCrUrArUrArCrArArUmA	Fig. 3 and 4
5' A 24 nt guide RNA	rArUrUrUrGrUrArUrArGrUrUrCrArUrCrCrArUrGrCrCrAmU	Fig. 3 and 4, Supplemental Fig. 6
5' U 24 nt guide RNA	rUrUrUrUrGrUrArUrArGrUrUrCrArUrCrCrArUrGrCrCrAmU	Fig. 4, Supplemental Fig. 6
5' G 24 nt guide RNA	rGrUrUrUrGrUrArUrArGrUrUrCrArUrCrCrArUrGrCrCrAmU	Fig. 4, Supplemental Fig. 6
5' C 24 nt guide RNA	rCrUrUrUrGrUrArUrArGrUrUrCrArUrCrCrArUrGrCrCrAmU	Fig. 4, Supplemental Fig. 6
24 nt guide RNA with central mismatches	rArUrUrUrGrUrArUrUrCrArUrCrArUrCrCrArUrGrCrCrAmU	Fig. 5
Triphosphorylated 24 nt guide RNA	[PPP]rArUrUrUrGrUrArUrArGrUrUrCrArUrCrCrArUrGrCrCrAmU	Fig. 4
23 nt guide RNA	rArUrUrUrGrUrArUrArGrUrUrCrArUrCrCrArUrGrCrCmA	Fig. 3
22 nt guide RNA	rArUrUrUrGrUrArUrArGrUrUrCrArUrCrCrArUrGrCmC	Fig. 3
21 nt guide RNA	rArUrUrUrGrUrArUrArGrUrUrCrArUrCrCrArUrGmC	Fig. 3
18 nt guide RNA	rArUrUrUrGrUrArUrArGrUrUrCrArUrCrCmA	Fig. 3
16 nt guide RNA	rArUrUrUrGrUrArUrArGrUrUrCrArUmC	Fig. 3
14 nt guide RNA	rArUrUrUrGrUrArUrArGrUrUrCmA	Fig. 3
Synthesized 12 nt marker RNA	rGrGrCrArUrGrGrArUrGrArA	Fig. 3 and 4
51 nt target RNA	rCrGrArGrUrCrGrGrArCrCrArGrGrCrArUrGrGrCrArUrGrGrArUrGrArArCrUrArUrCrArArArUrGrArCrUrCrGrArArUrUrArG	Fig. 5
T7 in vitro transcription template DNA to obtain the 54 nt target RNA	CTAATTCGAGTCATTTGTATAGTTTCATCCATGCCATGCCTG<br>GTCCGACTCGCCCTATAGTGAGTCGTATTA	Fig. 5
T7 promoter	TAATACGACTCACTATAGGG	Fig. 5
BsaI_AGO4_F	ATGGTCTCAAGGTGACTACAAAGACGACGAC	Forward primer Subcloning AGO4 into SUMOstar vector
XbaI_AGO4_R	GATCTAGATTAACAGAAGAACATACTATT	Reverse primer Subcloning AGO4 into SUMOstar vector

How the deposited data were processed for this re-analysis (not part of the article)

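Small RNAs that copurify with FLAG-AGO4 or FLAG-AGO4-SD from inflorescence tissue, and those of a mock immunoprecipitation from nontransgenic plants, were sequenced in 6 libraries, 2 per group. The authors removed adapters with Cutadapt 1.18 (the version is also in the submitters' processing notes) and aligned reads to TAIR10 with ShortStack. The counts values are as deposited by the authors, reads counted for each distinct sequence after adapter trimming, neither normalized nor pooled over replicates. Whether the tables were made before or after the alignment, which allowed no more than 2 mismatches, is not stated, so it is not known whether reads that failed to align are among all reads. The column named as a count in the header holds the length of the sequence, and the column after it the reads. Lengths run from 9 to 76 nt in the libraries of replicate 1 and from 9 to 65 nt in those of replicate 2. The depth per library was 1410789 and 1133596 reads (mock IP), 8162621 and 16527674 (AGO4 IP), and 6095883 and 14886580 (AGO4-SD IP).

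All sequences were matched to TAIR10 again, exactly, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and numba 0.67.0. Nearly all sequences were written along the minus strand, so the strand of the RNA is lost. Shares of a nucleotide at a position from an end were averaged with those of its complement at the same position from the other end. Their bounds are the share of reads with both and the share with either. The larger share under independence is the larger solution for the probabilities at both ends, given the share with either and the share with both. Untemplated nucleotides were counted where a sequence of 22 to 26 nt has no exact match but has one after removal of 1 or 2 nt at an end, read as the 3′ end. Of the 24-nt reads, 68.8% ± 0.416 in the AGO4 IP, 70.4% ± 0.703 in the AGO4-SD IP and 83.7% ± 1.71 in the mock IP matched exactly (SD, n = 2). The plants are of ecotype Ws and TAIR10 is of Col-0, so an unmatched end can also be a difference between the ecotypes, and RNAs from sequences that differ are not placed.

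Size shares divide the reads of a length by all reads of a library. Precision is given as 95% Wilson intervals, and a count of 0 as the level that 3 reads give. The floor was 2.13 and 2.65 RPM in the mock IP, 0.367 and 0.181 in the AGO4 IP and 0.492 and 0.202 in the AGO4-SD IP. Reads have no molecular identifiers, so intervals and floors cover counting error only. Structural and organelle RNA was counted among reads of 15 nt or longer with an exact match.

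Windows of 500 bp were kept with at least 20 single-position reads of 23 or 24 nt over the AGO4 and AGO4-SD libraries and 23 or 24 nt as the largest class. RNAs of 12 nt were placed in windows where they occur at 1 position of the siRNA windows, which 162338 distinct sequences do. Tests used edgeR 4.0.16 in R 4.3.3, quasi-likelihood, at a Benjamini-Hochberg threshold of 0.05. The ratios to 24-nt RNAs took the library as a factor and size by group. The comparison of 24-nt RNAs between AGO4-SD and AGO4 used TMM, and those with the mock IP the library totals. Lists of 32 miRNAs and 6 TAS genes were tested in a fit of all 6 libraries and adjusted over the list alone. For the TAS genes, sequences with up to 10 positions were counted. Windows named in the text are those with the largest absolute log2 change, up to 10 on each side, past the threshold, with at least 100 reads in the higher group and the same direction in both replicate numbers. The loci, listed genes and size classes named by the paper are also given. Other windows are marked as chosen after their values were seen.

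In the registries, distinct 24-nt RNAs were oriented where A stands at the 5′ end of 1 strand only, and the registry is the distance of the partner's end from that 5′ end. In a control, positions were drawn at random within the windows (seed 20230116). The tests were checked on simulated data with 200 changed windows and a dispersion of 0.05. At a log2 change of 2, 16.4% of the changed windows were found for 23 nt relative to 24 nt, 1.0% for 12 nt relative to 24 nt, 92.8% for 24 nt between AGO4-SD and AGO4, and 76.5% for 24 nt between AGO4 and mock. Planted registries were recovered. Pearson's correlation of log2 RPM over windows, which are not independent replicates, was 0.979 between the AGO4 replicates and 0.943 between the AGO4-SD replicates for 24-nt RNAs.

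The alternatives were distinct sequences in place of reads, exact matches only, reads without structural and organelle RNA, other size limits, other window sizes and count minimums of 1 and 100, sequences with up to 10 positions, other scalings, DESeq2 1.42.0, the replicate number as a block, and leaving out each replicate or library. The codes in the names of the deposited data follow the replicate numbers, so the block also stands for the sequencing order if they mark it. Supplemental Table S1 was not analysed, since only part of it is in the text. Samples of the bisulfite, total small RNA and in vitro experiments were not analysed here.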

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

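The tests of chance matches and of shortened 12-nt RNAs for the 11-nt RNAs, of background and of 23-nt partners for the TAS genes, and of depth, a chromosome segment and the plant line for the windows with 24-nt RNAs in AGO4-SD were chosen only after the results were seen.

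RNAs of 24 nt from the 6 TAS genes, noncoding precursors of tasiRNAs, were singled out as a signal above the mock IP at loci the paper does not discuss. Summed over the 6 genes, they reached 771.7 RPM ± 78.5 in the AGO4 IP and 951.7 ± 35.0 in the AGO4-SD IP, against 11.3 ± 8.97 in the mock IP (SD, n = 2). In AGO4 replicates 1 and 2, *TAS1C* (3176 and 6172) and *TAS2* (2099 and 5892) had the most reads of 21 to 24 nt. *TAS4* had 0 and 1, so the sums do not speak for each gene. Background carried by other Argonautes, which would keep the sizes of the mock IP, is argued against as the whole cause by a ratio of 24-nt to 21-nt RNAs at least 718.8 times higher in the AGO4 than in the mock libraries, the 21-nt RNAs being at 27.6 RPM ± 3.21 in the AGO4 IP and 354 ± 248 in the mock IP, and sequences shared with other loci by 99.9% of these 24-nt reads, of those with up to 10 positions, having a single one. The ratio of 23-nt to 24-nt RNAs at these genes was at least 5.75 times higher in the AGO4-SD libraries than in the AGO4 libraries, consistent with 24-nt RNAs that enter AGO4 as duplexes with a 23-nt strand. How the duplexes arise was not tested, and it stays a hypothesis from the same data.

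RNAs of 11 nt, a size class the paper does not report for the AGO4 IP, were singled out for their place relative to 24-nt RNAs. At a registry of -1, where the 3′ fragment of a sliced 23-nt strand would lie, they held 4.10% and 4.19% of the pairs in the AGO4 IP, a mean of 4.15%, against 2.38% and 2.64% in the AGO4-SD IP. This gap of at least 1.465 percentage points cannot exclude chance matches, since the AGO4-SD shares lay below their own medians of 2.99% and 3.15%. The 11-nt RNAs of AGO4-SD therefore give no chance level for those of AGO4, whose medians were 3.17% and 3.14%. Shortening of 12-nt RNAs by 1 nt is argued against by a share at registries 10 and 11 of at most 1.04 times the median. The share at -1 was 1.29 times the median in the lower AGO4 library, between the bounds set for and against retention, so whether AGO4 may also keep the 3′ fragment cannot be told apart from its loss by this value. The 11-nt share of all reads was 0.816% ± 0.452 in the AGO4 IP and 3.05% ± 0.823 in the mock IP, and among 11-nt sequences placed once the highest registry in AGO4 replicate 1 was 13 (3.99%).

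Windows with at least 100 reads of 24 nt in the AGO4-SD IP and at most 2 in the AGO4 IP, a comparison added after the data were seen, numbered 204, of which 201 had more than 10 reads in both AGO4-SD replicates, and the mock IP had 10 reads in all of them. The reverse was found at 32 windows. Lower depth of the AGO4 libraries is argued against by their total reads, at least 1.11 times those of AGO4-SD within a replicate number, and a single chromosome segment by 21.6% of the windows in the 5 fullest 2-Mb bins, with windows on all 5 chromosomes. RNAs made outside the pathway that gives 23-nt partners are argued against by a median 23-nt to 24-nt ratio of 0.299, beside 0.301 over the 8334 windows with at least 100 reads. Whether the 204 windows follow from the loss of slicing or from another difference between the plants cannot be told apart, since the labels give the genotype of the plants and not their transgenic lines.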

How the results depend on the processing

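The distinct sequences in siRNA windows, all values of the 11-nt registry and the single-library leave-outs of the miRNA and TAS lists were added after the data were seen. Of the results that answer a comparison, 126 values under alternatives stayed within the replicate spread or within 1.5 times the count, 82 moved and 2 changed sign. Of those for single windows, miRNAs and genes, 1374 kept direction and side of the threshold, 179 fell below it, 61 rose above it, 31 moved and 17 changed sign. The causes of the shifts below were not tested unless named. The mock IP has the lowest depth (1133596 reads in the smaller library). In the 12-nt windows a simulated log2 change of 2 was found in 1.0% of cases, so that windows not called there are not shown to be unchanged.

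Counting distinct sequences, the AGO4-SD minus AGO4 differences were -8.50 percentage points for the 12-nt share, 4.42 for 26 nt and -0.207 for 30 nt or longer (a change of sign), 0.459 for the 23-nt to 24-nt ratio, -3.97 and -15.3 for the 5′ A and 3′ U mean of 24 and 23 nt, 14.1 and 7.97 for unmatched ends of 25 and 26 nt, and -0.361 for structural RNA (a change of sign). The 12-nt match at the ends of 23-nt RNAs exceeded that inside by 2.98 points with distinct sequences and 3.34 against 23-nt RNAs of at least 10 reads, instead of 5.58. With exact matches only, the differences were -7.65 for 12 nt, 0.237 for 25 nt, 0.316 for 26 nt, 0.290 for the ratio and -14.7 for the 23-nt 5′ A and 3′ U mean. In siRNA windows alone they were 0.0332 for 25 nt and 0.293 for 26 nt, and the 12-nt share has no value there. The position-10 U difference was -7.78 over distinct sequences in siRNA windows.

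Registry differences at -1 (24/23) were 1.39 weighted by reads and 0.466 with any 5′ nucleotide, and at -2 (24/24) 0.338 with any 5′ nucleotide. The 24/12 share at registry 10 in AGO4 was 4.97% weighted by reads, 4.84% with at least 2 reads, 3.42% with any 5′ nucleotide, where registry 10 mirrors registry 2, and 4.74% for sequences placed once.

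Higher windows for 23 nt relative to 24 nt were 115 (and 164 lower) with the ratio centered on its median, 16618 with DESeq2 and 39050 with sequences of up to 10 positions, which adds windows. Centering was meant to remove a change shared by all windows. It left a median log2 change of 0.376 for 23 nt and -2.42 for 12 nt. Lower windows for 12 nt relative to 24 nt were 303 when centered, 755 with the replicate block, 2205 with DESeq2, 576 and 11133 at count minimums of 1 and 100, and 3479 with up to 10 positions. For 12-nt relative to 24-nt, AGO4-SD against AGO4, the log2 change at chromosome 5, 10846501 to 10847000, was -4.04 with count minimum 1. Higher 24-nt windows in AGO4-SD were 1921 with library totals and 1829 with DESeq2. Higher 24-nt windows in AGO4 against mock were 232 with TMM, 3719 with DESeq2 and its own size factors, 8172 with the replicate block and 11884 at a count minimum of 100, which tests 11889 windows. Between AGO4 and AGO4-SD, the deviations of the replicate numbers correlated at 0.108 for 24 nt and 0.04 for 23 nt across windows, which says nothing of 12 nt or the mock IP.

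With TMM, 0 miRNAs were lower in AGO4 and 2 in AGO4-SD than in mock, and 5 and 6 TAS genes were higher. TMM turned the log2 change against mock positive in AGO4 for miR156a (0.25), miR157a (1.01), miR158a (0.89), miR161.1 (0.0925), miR162a (0.87), miR163 (1.35), miR390a (0.68) and miR408 (0.58), and in AGO4-SD for miR157a (1.05), miR158a (1.36), miR162a (1.24), miR163 (0.76), miR172a (1.03), miR394a (0.35), miR403 (0.17) and miR408 (0.36). A count minimum of 10 gave 5 TAS genes higher in AGO4-SD than in mock. Between AGO4-SD and AGO4, 1 miRNA was lower with DESeq2 and with a count minimum of 10, and 1 TAS gene was higher with TMM, DESeq2, the block and a count minimum of 10, instead of 0.

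Leaving out 1 replicate number gave -5.68 to -4.89 for the 12-nt share, 16.8 to 20.1 for 23 nt, -18.54 to -18.45 for 24 nt, 1.26 to 1.54 for 25 nt, 1.98 to 2.42 for 26 nt, 0.415 to 1.985 for 30 nt or longer, 0.327 to 0.335 for the ratio, -8.74 to -6.66 and -18.3 to -16.3 for the 5′ A and 3′ U mean of 24 and 23 nt, 10.9 to 13.9 for penultimate U, 16.3 to 17.6 and 12.7 to 15.1 for unmatched ends of 25 and 26 nt, -2.16 to -1.93 for position-10 U, 0.867 to 1.13, 0.429 to 0.489 and 4.17 to 4.29 for the 24/23, 24/24 and 24/12 registries, 5.20 to 5.22 for the 12-nt ends, and 0.0886 to 0.717 for structural RNA. Leaving out 1 library, whose partner is then assumed to vary like the other groups, gave 12205 to 20302 higher windows for 23 nt, 68 to 4773 lower windows for 12 nt, 1362 to 4174 higher and 2581 to 6149 lower windows for 24 nt in AGO4-SD, and 6370 to 19674 higher windows in AGO4 against mock. The lists gave 9 to 18 lower miRNAs in AGO4 and 0 to 24 in AGO4-SD against mock, 0 to 4 and 0 to 5 higher TAS genes, and 0 to 1 miRNA and 0 TAS genes between AGO4-SD and AGO4. The lists and ratios without a whole replicate number leave no residual degrees of freedom and have no value.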

Differences from the paper's values

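No value the paper states for these libraries differed from the value found here by more than the replicate spread and by more than 1.5 times. A high percentage can hardly pass the second bound upward. Several values read from the paper's figures lay beyond the replicate spread alone, the registry values among them. The median 24-nt share per locus in the figures is 83% in AGO4 and 62% in AGO4-SD. Per window, it was 93.3% and 70.03% here. Unmatched ends of 25-nt RNAs in AGO4-SD were 51% in the figure and 47.9% here. The registry values were 5.7% at -1 (24/23) and 4.5% at -2 (24/24) in AGO4-SD, against 4.29% and 3.04% here. At 10 (24/12) in AGO4, the figure gives 6.0%, against 4.23% here. The number of distinct 23- or 24-nt sequences with AGO4-SD was 4201212 here and is 5261134 in the paper. Among the alternatives set before the data were examined, 2249863 sequences with an exact match to TAIR10 and the 3353382 and 1576681 of single replicates differ from the paper's value by more than 1.5 times. The paper's ratio of 24-nt to 23-nt RNAs with AGO4-SD is 3 to 1, and it was 2.75 ± 0.0697 here (SD, n = 2), or 1.81 over distinct sequences. The paper gives 16246 siRNA loci, and 12036 regions were found here with a count minimum and a window size that are not the paper's.

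The paper describes a strong U at position 10 of RNAs of 30 nt or longer with AGO4. Over all reads, the excess here was -0.0997 percentage points ± 2.81, below that of the mock IP within both replicate numbers. It was 1.40 ± 0.392 over distinct sequences, against 0.500 ± 0.234 in the mock IP and -0.148 ± 0.334 in the AGO4-SD IP, and 7.11 ± 2.78 within siRNA windows, 2 alternatives set before the data were examined, and 8.66 ± 3.12 over distinct sequences within siRNA windows, which was chosen after seeing the values. Within siRNA windows, the excess was 10.4 and -2.73 in the mock replicates, 9.08 and 5.14 in the AGO4 replicates and 5.08 and -0.899 in the AGO4-SD replicates, so this planned setting does not set AGO4 apart from the mock IP. Over distinct sequences, both from the whole library and within siRNA windows (0.883 ± 0.451 in AGO4-SD and 1.12 ± 0.218 in mock), both AGO4 libraries lay above all mock and AGO4-SD libraries, which goes with the paper's statement that AGO4-SD lacks the signature. From the whole library, however, position 10 was not a peak. It held 26.15% and 26.9% U in AGO4 replicates 1 and 2, against 28.11% and 28.45% at position 20.

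The paper gives duplexes in which the 23-nt strand extends 1 nt beyond the 5′ end of the 24-nt strand as the most frequent arrangement with AGO4-SD, and 2-nt overhangs as the most frequent between 24-nt RNAs. Here registries 0 and 1 were the most frequent, from sequences without strand. The shares at registry -2 of 24/24 pairs, 3.03% and 3.06%, were higher than those in AGO4, for which the paper finds no such pattern. The paper makes no such comparison for 24/23 pairs, whose shares at -1 were 4.30% and 4.28% in AGO4-SD. No setting run here made registry -1 the highest for 24/23 pairs or -2 the highest for 24/24 pairs in the AGO4-SD libraries. In the mock IP, 4.98% and 4.34% of 281 and 668 pairs lay at -1, so the mock pairs are too few to tell the arrangement of background RNAs.

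The paper states that 12-nt RNAs are absent with AGO4-SD. Here they made up 0.799% ± 0.749 of the reads, below the 3.08% ± 1.24 of the mock IP. Their most frequent registry to 24-nt RNAs was 10, as in the AGO4 IP and, on only 288 and 793 pairs, in the mock IP. Mock replicate 1 held the same share, 6.25%, at registry 14. With any 5′ nucleotide, the highest registry was 0 in both AGO4-SD libraries and 2, which mirrors 10, in both AGO4 libraries.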

Other observations

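Apart from the comparisons of 24-nt windows and the miRNA and TAS lists, the values by window class were described after the results were seen. Of 32 listed miRNAs, most of which associate with AGO1, 30 had reads, and relative to the library totals 20 were lower in the AGO4 IP and 20 in the AGO4-SD IP than in the mock IP, adjusted over the list alone, with 0 higher in edgeR, although with TMM scaling 0 and 2 were lower and several changes turned positive. At an unadjusted p under 0.05, 20 and 21 differed, all of them lower, and DESeq2 gave 19 and 21. The counts were 24 and 27 with the replicate number as a block. miR166a, which targets HD-ZIP III transcription factors, had 5833 RPM ± 3178 in the mock IP, 356.7 ± 102 in the AGO4 IP and 202.2 ± 103 in the AGO4-SD IP (SD, n = 2), a log2 change of -4.03 between AGO4 and mock (standard error 0.75, adjusted p = 0.014 from edgeR). The summed level of the miRNAs was 9174 ± 5434 in the mock IP, 607 ± 109.6 in the AGO4 IP and 383.9 ± 145 in the AGO4-SD IP. The AGO4 count was 9 without AGO4 replicate 2 and 13 without AGO4 replicate 1, AGO4-SD replicate 1 or AGO4-SD replicate 2, and the AGO4-SD count was 0 without AGO4-SD replicate 1 or 2. Between AGO4-SD and AGO4, 0 miRNAs passed edgeR's test, 2 at an unadjusted p under 0.05 and 1 with DESeq2, and 1 was lower with a count minimum of 10 and without mock replicate 1 or 2.

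Of the 6 TAS genes, RNAs of 21 to 24 nt were higher in the AGO4 IP than in the mock IP at *TAS1A* (log2 change 2.30, standard error 0.55, adjusted p = 0.0194 from edgeR), and in the AGO4-SD IP at *TAS1A* (2.67), *TAS1B* (2.44) and *TAS4* (6.98, on 10 and 33 reads against none in the mock IP), whose transcripts give rise to tasiRNAs against PPR and MYB genes. The change at *TAS4* rests on the prior count. Its 1.64 and 2.22 RPM in the AGO4-SD replicates lie, within each replicate number, below what a count of 0 allows in the mock IP, 2.13 and 2.65 RPM. DESeq2 gave 1 and 4 higher TAS genes in the AGO4 and AGO4-SD IP, and TMM 5 and 6. The AGO4 count was 0 without AGO4 or AGO4-SD replicate 1 or 2, 2 without mock replicate 1, beside *TAS3A* lower, and 4 without mock replicate 2. The AGO4-SD count was 0 without AGO4-SD replicate 1 or 2, 1 without AGO4 replicate 1 or 2 and 5 without mock replicate 2. RNAs of 21 nt from these genes reached 354 RPM ± 248 in the mock IP, 27.6 ± 3.21 in the AGO4 IP and 72.8 ± 18.4 in the AGO4-SD IP. Between AGO4-SD and AGO4, 0 TAS genes passed edgeR's test, 1 at an unadjusted p under 0.05 and 1 with DESeq2.

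The amount of 24-nt RNA also differed between AGO4-SD and AGO4 at single windows. It was higher in AGO4-SD at 3159 and lower at 4932 of 37560 windows (edgeR, TMM), around a median log2 change of 0.07, which library totals in place of TMM moved to -0.21, with 1921 windows higher and 5894 lower. The largest increase was in the UTR of *RHD6*, a regulator of root hairs, on chromosome 1 from 24797001 to 24797500, with 578 and 1454 reads in the AGO4-SD IP and none in the AGO4 IP (13.34, standard error 0.54, adjusted p = 2.23e-11). It was followed by windows in AT3G48460 (12.60) and AT2G01818 (12.44), and the 10 largest ranged from 11.36 upward, all with no read in the AGO4 IP, so that they rest on the prior count. The largest decrease was in a coding exon of *XDH1* on chromosome 4 from 16620501 to 16621000 (-10.24, standard error 0.76, adjusted p = 1.14e-08), with 94 and 273 reads in the AGO4 IP and none in the AGO4-SD IP, which likewise rests on the prior count, and the 10 largest ranged to -8.85. Higher windows numbered 1738 without AGO4 replicate 1 and 1362 without AGO4 replicate 2, and lower windows 2581 without AGO4 replicate 2.

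In the AGO4 IP, the mean share of 5′ A and 3′ U among 24-nt RNAs was 70.01% ± 0.419 in the windows lower in AGO4-SD, 64.8% ± 0.247 in windows past neither threshold and 60.1% ± 0.414 in the higher windows (SD, n = 2). The lower windows lay mostly in a gene in 21.1% of cases, the higher windows in 36.2% and the others in 43.6%. These differences between classes were not tested.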
